# Chromatin accessibility changes at intergenic regions are associated with ovarian cancer drug resistance

**DOI:** 10.1186/s13148-021-01105-6

**Published:** 2021-06-05

**Authors:** John Gallon, Erick Loomis, Edward Curry, Nicholas Martin, Leigh Brody, Ian Garner, Robert Brown, James M. Flanagan

**Keywords:** Cancer, Chemotherapy, Drug resistance, Epigenomics, Ovarian

## Abstract

**Background:**

Resistance to DNA damaging chemotherapies leads to cancer treatment failure and poor patient prognosis. We investigated how genomic distribution of accessible chromatin sites is altered during acquisition of cisplatin resistance using matched ovarian cell lines from high grade serous ovarian cancer (HGSOC) patients before and after becoming clinically resistant to platinum-based chemotherapy.

**Results:**

Resistant lines show altered chromatin accessibility at intergenic regions, but less so at gene promoters. Clusters of cis-regulatory elements at these intergenic regions show chromatin changes that are associated with altered expression of linked genes, with enrichment for genes involved in the Fanconi anemia/BRCA DNA damage response pathway. Further, genome-wide distribution of platinum adducts associates with the chromatin changes observed and distinguish sensitive from resistant lines. In the resistant line, we observe fewer adducts around gene promoters and more adducts at intergenic regions.

**Conclusions:**

Chromatin changes at intergenic regulators of gene expression are associated with in vivo derived drug resistance and Pt-adduct distribution in patient-derived HGSOC drug resistance models.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-021-01105-6.

## Background

Platinum-based chemotherapeutics, such as cisplatin and carboplatin, are clinically important first line therapies in the treatment of a wide variety of solid cancers [1, 2]. These drugs exert their DNA damaging, cytotoxic effect by the formation of platinum-DNA adducts, inter- and intra-strand cross-links, which induce cell death through a number of pathways if the adduct is not repaired [3]. While many patients initially respond to platinum-based chemotherapy, they will eventually relapse with disease that fails to respond to treatment leading to poor survival [3, 4]. Understanding the changes that occur in platinum-resistant tumors is essential for rational approaches to circumvent resistance and developing molecularly targeted agents for use in recurrent cancers.

Epigenetic mechanisms play a key role in the development of platinum-resistance and drug tolerance [5]. Cells surviving cisplatin exposure, such as transient drug tolerant persisters, or drug-resistant cells surviving cisplatin selection have genome wide epigenetic alterations [5-8]. Drug-tolerant persisters exhibit a repressed chromatin state and can serve as founders for further genetic and epigenetic change leading to resistance [7, 9-11]. The promoters of genes susceptible to hypermethylation in ovarian tumors during the emergence of resistance to platinum resistance are marked by H3K27 and H3K4 bivalent methylation domains present in tumor cells pre-chemotherapy, further emphasizing the relationship between chromatin states and epigenetic adaptation to platinum treatment [12]. Epigenome profiling of ovarian cell line models selected in vitro for platinum resistance has suggested a role for distal super-enhancers (SEs) and their gene targets in maintain the transcriptional program of the platinum-resistant state [13, 14]. These studies highlight the multi-factorial nature of the transcriptional states driving platinum resistance, while identifying SEs that play a critical role in transcriptional regulation of platinum resistance during in vitro selection. However, it is still poorly understood whether such changes at SEs occur following in vivo selection following platinum-based chemotherapy of patients’ tumors as they develop clinical resistance.

Using matched chemosensitive and chemoresistant ovarian cancer cell lines isolated from high-grade serous ovarian cancer patients before and following treatment, we examined the relationship between chromatin accessibility, platinum-DNA adduct distribution, and chemotherapy resistance. To examine further the potential functional significance of any changes observed, we have correlated chromatin changes, identified using ATAC-seq, between the lines at gene promoters, CpG islands, clusters of cis-regulatory elements (COREs) and other genomic regions with changes in gene expression.

The platinum atom of cisplatin can form covalent bonds to the N7 positions of purine bases and the density of GG dinucleotides is considered the main factor influencing distribution of platinum adducts [15]. However, chromatin states could also affect the pattern of cisplatin cross-linking [16, 17]. Indeed, epigenetic therapies, such as histone deacetylase (HDAC) inhibitors, can increase the accessibility of chromatin to cisplatin through global chromatin decompaction, leading to enhanced cell death [18]. Given the known roles for chromatin in mediating the emergence of drug resistance and since chromatin changes might influence the formation and effect of platinum adducts, we aimed to examine platinum-adduct distribution in the genome of ovarian cancer cells and relate this to chromatin conformation and gene expression.

We developed Pt-exo-seq to map platinum adducts, genome-wide by adapting methods for exonuclease mapping of transcription factor binding sites [19-21]. Pt-exo-seq is primarily based on the inhibition of exonuclease activity by the bulky platinum adduct and the subsequent removal of the adduct by cyanide treatment, followed by next generation sequencing. A schematic of the Pt-exo-seq approach is shown in Additional file 1: Fig. S1. This complements existing methods for examining the distribution of platinum adducts genome wide such as Damage-seq [22, 23]. In Damage-seq, cisplatin-damaged DNA fragments are immunoprecipitated using an antibody specific to platinum-bound DNA prior to sequencing using a library preparation protocol dependent on the stalling of DNA polymerase by DNA adducts. Fragments without adducts which are non-specifically bound by the immunoprecipitation step are removed by subtractive hybridization prior to sequencing. This method provides accurate and strand-specific mapping of DNA damage, but is dependent on immunoprecipitation and therefore heavily influenced by the sensitivity and specificity of the antibody used and the conditions for subtractive hybridization. Pt-exo-seq avoids these potential complications while still providing accurate and strand-specific mapping at high resolution.

## Results

### Chromatin conformation in matched resistant lines following platinum-based treatment

We studied chromatin conformation by ATAC-seq in three isogenic pairs of sensitive and resistant human ovarian cell lines. PEO1 and PEO4 were both isolated from the same patient diagnosed with high-grade serous ovarian cancer (HGSOC) following platinum-based chemotherapy, but before and after the clinical development of resistance [25]. PEA1 and PEA2 were isolated from ascites of a patient with HGSOC prior to platinum chemotherapy and after relapse with resistant disease [25]. A2780cp70 (abbreviated to CP70) is an in vitro derived platinum-resistant derivative of the ovarian cell line A2780 [24]. The characteristics and sensitivities of the cell line to cisplatin are summarized in Additional file 1: Table S1.

Chromatin accessibility profiles were compared between the sensitive and resistant lines in each pair, based on ATAC-seq data produced in triplicate. ATAC-seq reads were assigned to 1 Kb windows tiling across the reference genome (hg19). FPKM values (Fragments Per Kilobase of DNA, per Million mapped reads of sequencing library) were calculated for each window, in each replicate. Individual windows were called differentially accessible based on a log2 fold change in coverage in the sensitive-to-resistant lines > ±2 and moderated *t* test FDR < 0.001. Substantial alterations to the landscape of chromatin accessibility were found in all three resistant lines compared to their sensitive counterparts, affecting 297 windows (0.009%) of the genome in the A2780 pair (Fig. 1a), 8950 windows (0.27%) of the genome in the PEA pair (Fig. 1b) and 7298 windows (0.22%) in the PEO pair (Fig. 1c) out of 3,485,781 windows examined in the genome. A matrix of pair-wise correlations of chromatin accessibility across consistently differentially accessible windows (adjusting for cell line) showed the resistant PEA2 and PEO4 lines clustering together, separately from their respective sensitive PEA1 and PEO1 counterparts (Fig. 1d).

**Fig. 1:**
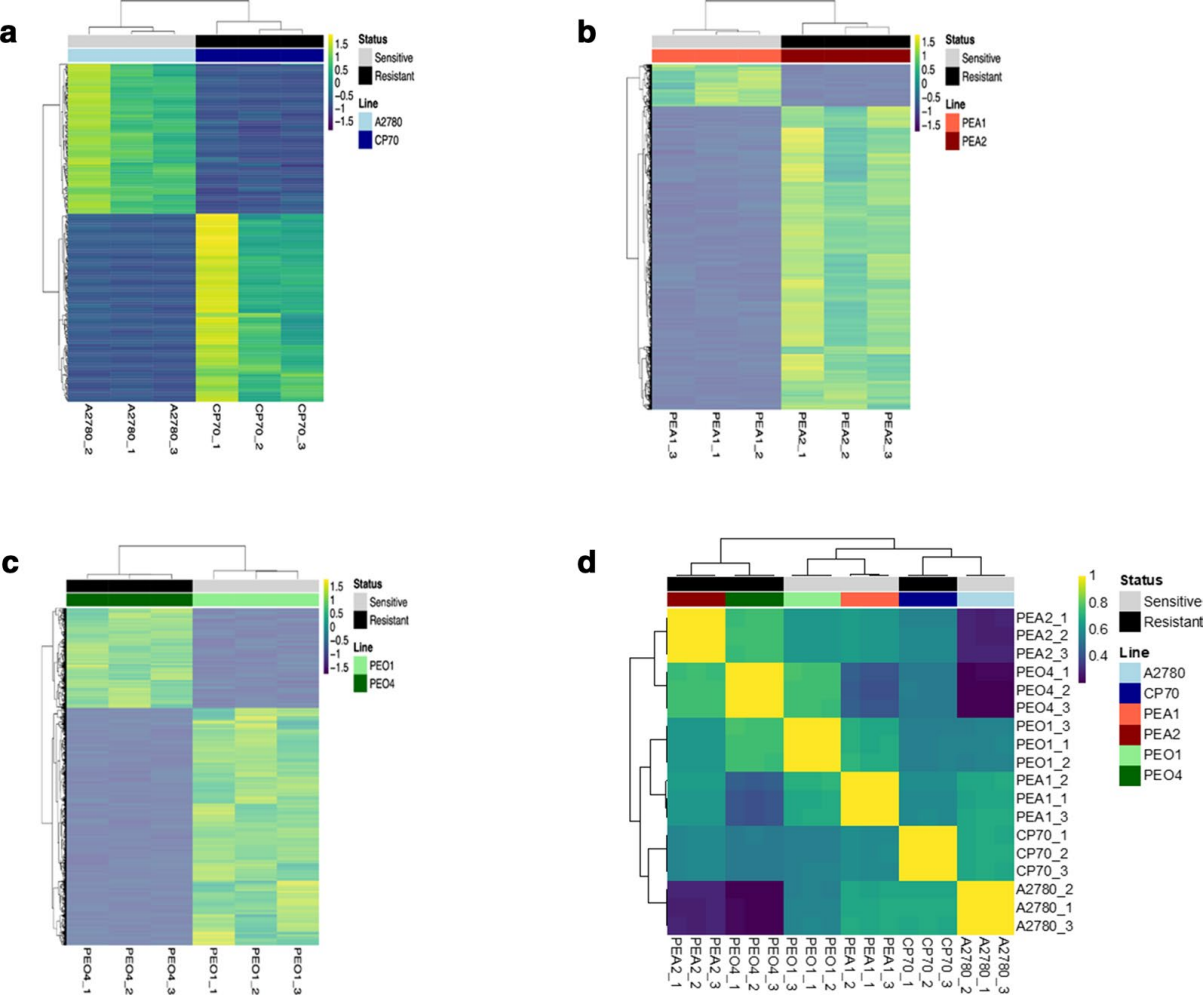
Correlation of ATAC-seq chromatin accessibility profiles across ovarian cancer cell lines. Heatmaps of ATAC-seq coverage in regions showing differential accessibility between the cisplatin-sensitive and cisplatin-resistant line in each pair. Each row is a 1-Kb window showing log2FC > ± 2 and FDR < 0.001. Dendrograms show similarity between samples as defined by unsupervised hierarchical clustering **a** A2780/CP70, **b** PEA1/PEA2, **c** PEO1/PEO4. **d** Heatmap of Spearman’s correlation coefficients for each experimental replicate for each cell line analyzed, based on all windows passing filter

Thus, the resistant HGSOC tumor cells isolated at time of recurrence with non-responsive disease show similarity, suggesting common chromatin changes occurring during the acquisition of resistance in vivo. The HGSOC lines were in turn different in their chromatin accessibility to the non-HGSOC, in vitro resistance derived, A2780-CP70 pair, potentially reflecting their different origin and in vitro method of drug selection.

### Platinum resistance associated with differential chromatin accessibility in intergenic regions

Each of the windows showing differential accessibility between sensitive and resistant lines by ATAC-seq was annotated by genomic class using HOMER [35]. Those that were associated with genes were classed as either CpG island, promoter-TSS (− 1 Kb to 100 bp 3′ of Transcription Start Site, TSS), exon, intron, 5′ untranslated region (UTR), 3′ UTR, or TTS (− 100 bp to 1 Kb 3′ of TTS). The number of windows falling within each genomic class are shown in Additional file 1: Table S2. Those falling outside these classes were classed as intergenic. We then calculated odds ratios (OR) of enrichment for each class of genomic element in windows showing either increased or decreased accessibility in the resistant line compared with all windows (shown as log(OR) in Fig. 2).

**Fig. 2:**
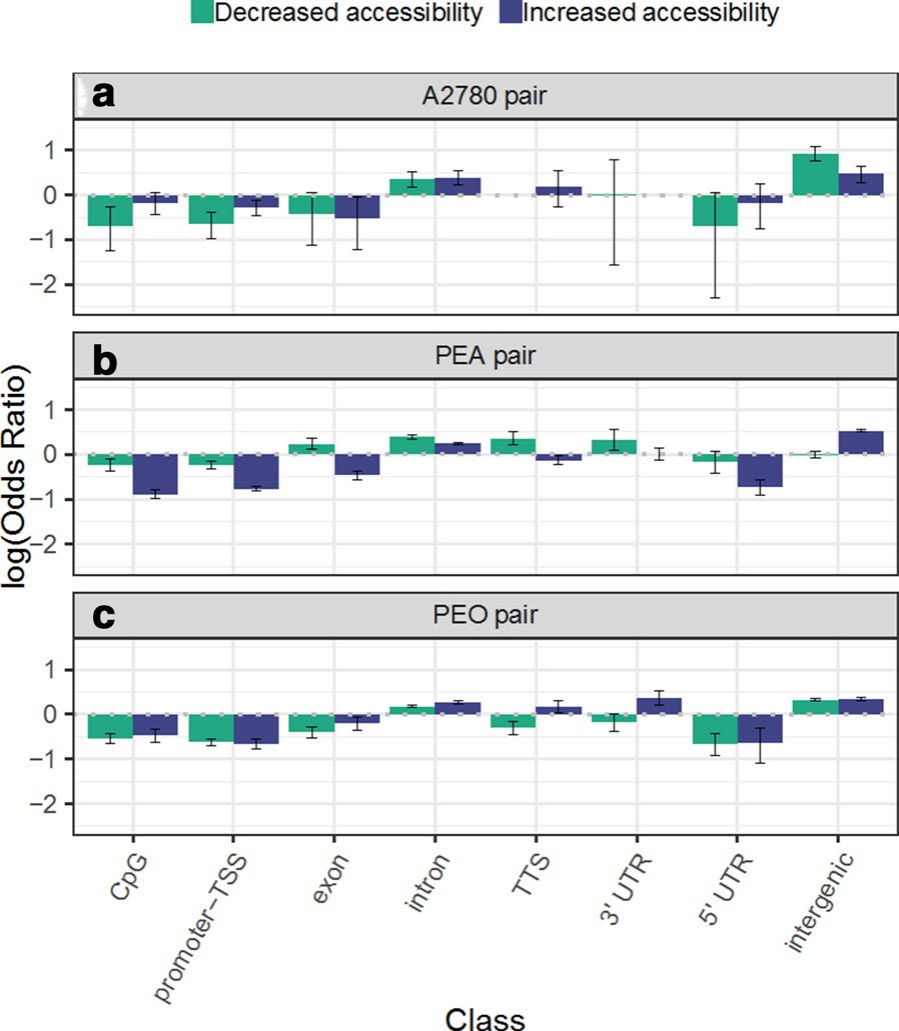
Enrichment for genomic elements in regions showing differential accessibility in cisplatin-resistant ovarian cancer cell lines. Log(OR) from Fisher’s exact test for enrichment for each class of genomic element in sets of windows showing increasing or decreasing chromatin, between the sensitive and resistant lines in each pair. **a** A2780/CP70, **b** PEA1/PEA2, **c** PEO1/PEO4. OR > 1 or < 1 corresponds to enrichment for a class. Error bars represent 95% confidence interval

In all three sensitive/resistant pairs, there was under-representation of promoter-TSS, CpG island and exonic windows in the sets of differentially accessible windows, suggesting fewer chromatin changes at these genomic regions during the acquisition of resistance (Fig. 2). In all cases, there was enrichment for intronic windows in the sets of differentially accessible windows, demonstrating chromatin changes at intronic regions as strongly associated with resistance. Intergenic elements were also highly over-represented in differentially accessible windows in all three pairs.

### Intersection of expression and promoter chromatin accessibility

Analysis of differential gene expression between sensitive and resistant lines was performed by RNA-seq to detect alterations to gene expression in the resistant lines. 

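RNA from 6 ovarian cancer cell lines was sequenced with 3 replicates per line, giving 18 libraries. The lines form 3 pairs of a sensitive line and its resistant counterpart. PEO1 and PEO4 come from 1 patient with high-grade serous ovarian cancer (HGSOC) before and after clinical resistance, PEA1 and PEA2 come from another patient with HGSOC before chemotherapy and after relapse, and CP70 was derived from A2780 in vitro. The authors prepared strand-specific libraries, assigned aligned reads to the known genes of the hg19 genome assembly with featureCounts and normalized them with limma. They deposited log2 CPM values for 12853 genes, made by adding 0.5 reads to each count and dividing by a scaled library size. Whole reads came back from 100% of the values in every library, so the depth behind each value is known. The reads on the listed genes ranged from 2077384 to 3461770 per library in A2780 (median 3307307), from 3400531 to 5479562 in CP70 (median 3758345), from 1344098 to 1670866 in PEA1 (median 1354726), from 2130465 to 4027657 in PEA2 (median 2500463), from 2785569 to 7067336 in PEO1 (median 3069376) and from 2516688 to 2966814 in PEO4 (median 2886505). The smallest expression the depth can show, taken as 3 reads, lay between 0.452 and 2.18 CPM across the libraries. FN1 took up to 4.20% of the reads of a PEA2 library, and no other gene took more than 2.30% of any library. Replicates of a line differed by more than the sampling noise of their reads (chi-square per degree of freedom between 1.75 and 13.8). Separate preparations from 1 culture could also exceed that noise, so this cannot show that the replicates are independent. Each was counted as a separate sample, as labelled. From the deposited log2 values, differences between the resistant and the sensitive line of each pair (log2FC) were computed with limma in 1 fit of all 18 libraries with a mean for each line, and p-values were adjusted over all genes by the Benjamini-Hochberg method. Because 0.5 reads had been added to each count, the log2FC of a gene with few reads depends on that addition. The filter that left 12853 genes and the program that aligned the reads are not named in the paper's text. Gene positions are given on GRCh37 (hg19), and reads on genes that overlap or have near-identical copies are uncertain where the counting could split them.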

Genes were defined as differentially expressed based on a log2FC in normalized read count of > ± 2 and moderated *t* test FDR < 0.05. The summary of differentially expressed (DE) genes and their direction of change for each pair of cell lines is shown in Additional file 1: Table S3. 

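At |log2FC| above 2 and an FDR below 0.05, 1165 genes were differentially expressed between A2780 and CP70, with 728 higher and 437 lower in the resistant line. Between PEA1 and PEA2 there were 1809 such genes, with 1019 higher and 790 lower, and between PEO1 and PEO4 there were 800, with 367 higher and 433 lower. In 594 of the genes of the A2780 pair, 701 of the PEA pair and 210 of the PEO pair, all 3 libraries of 1 line held at most 3 reads, so the size of these changes is only bounded from below. Without the threshold on log2FC, 39.9% of all genes passed the FDR threshold in the A2780 pair, 61.9% in the PEA pair and 41.5% in the PEO pair. The threshold on log2FC was the choice that moved the counts most. At |log2FC| above 1 they were 2470, 4320 and 2418. With the replicate number as a block, the counts were 1165 for the A2780 pair, 1810 for the PEA pair and 800 for the PEO pair. Same-numbered libraries of the lines of a pair deviated from their line means with an average correlation of 0.0942 in the A2780 pair, -0.0307 in the PEA pair and 0.0167 in the PEO pair.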

Although many genes show changes in expression, few show universal differential expression in the same direction in all three pairs. 

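Across the 3 pairs, 2939 genes were differentially expressed in at least 1 pair, 745 in 2 or more pairs and 90 in all 3 pairs in any direction. Of these 90 genes, 17 changed in the same direction in every pair, 10 upward and 7 downward, and the same 17 genes were called with the replicate block. LAMA4, PARP9, CRABP2, GLDC, CEACAM1, CMPK2, GLDCP1, BEND4, EDAR and LAMP3 were higher in the resistant lines, and SLC34A2, CCDC80, THBS1, DLX5, HOXC6, WDR72 and KLHDC7A were lower. In 13 of the 17 genes, a line of at least 1 pair had no library with more than 3 reads, and the 4 genes above that level in every line were CCDC80, THBS1, PARP9 and CRABP2. CRABP2 was only just above it, with 3, 0 and 4 reads in the PEA1 libraries. Its log2FC in the PEA pair ranged from 1.37 to 2.80 over the 6 fits that each left out 1 library. KLHDC7A had at most 3 reads in both lines of the A2780 pair and of the PEO pair, so no fold can be given there. A fold computed against 3 reads, which is a lower bound, was 0.653 for CEACAM1 in the PEA pair. In the A2780 pair it was 0.937 for EDAR and 0.990 for LAMP3, so the bound shows no increase in these comparisons. GLDCP1 is a processed pseudogene of GLDC, and its reads could have come from GLDC. CMPK2 overlaps RSAD2 on the opposite strand, and HOXC6 overlaps HOXC8 and HOXC9 on the same strand. When 2 reads were added to each count in place of 0.5, an alternative chosen after seeing the data, 1 gene was called upward (GLDC) and 4 downward (CCDC80, DLX5, SLC34A2 and THBS1).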

By overlapping lists of genes showing significantly altered expression in all three resistant lines (DE = log2FC > |2|, FDR < 0.05), we identified only four genes which were consistently upregulated, *PARP9*, *SPHK1*, *DDX60L* and *BCAM*, while only 5 genes were consistently downregulated *CCDC80*, *TLE4*, *THBS1*, *MAP1A* and *VEPH1*. 

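PARP9 (ENSG00000138496) lies on the minus strand of chromosome 3 from 122246771 to 122283424 and overlaps DTX3L on the opposite strand. Its log2 value rose from 0.51 ± 0.93 in A2780 to 4.41 ± 0.18 in CP70 (SD, n = 3 in each line), a log2FC of 3.90 (standard error 0.30, FDR = 1.49e-09, limma). In the PEA pair its log2FC was 2.03 (FDR = 7.67e-06, limma) and in the PEO pair 2.29 (FDR = 3.96e-06, limma). A2780 held between 2 and 6 reads of PARP9 per library. The PEA value lay close to the threshold and ranged from 1.85 to 2.19 over the 6 fits that each left out 1 library. SPHK1, on chromosome 17 from 74372665 to 74383941 and overlapping PRPSAP1 on the opposite strand, had a log2FC of 2.72 in the A2780 pair, 1.80 in the PEA pair and 2.01 in the PEO pair. DDX60L, on chromosome 4 from 169277886 to 169458937 and overlapping PALLD on the opposite strand, had a log2FC of 1.52, 2.67 and 2.80 in the same order, and reads of its paralog DDX60 could have been assigned to it. BCAM, on chromosome 19 from 45312328 to 45324678, had a log2FC of 2.32, 3.23 and 1.90. CCDC80, on chromosome 3 from 112315644 to 112368377, had a log2FC of -2.25 in the A2780 pair, -3.85 in the PEA pair and -2.57 in the PEO pair. TLE4, on chromosome 9 from 82186688 to 82341797, had a log2FC of -1.79, -1.51 and -2.21. MAP1A, on chromosome 15 from 43803156 to 43823818, had a log2FC of -1.56 in the A2780 pair and -2.80 in the PEO pair, and was at least 8.14-fold lower in PEA2, whose libraries held 1 or 2 reads. VEPH1, on chromosome 3 from 156977531 to 157251408 and overlapping PTX3 on the opposite strand, had a log2FC of -3.40, -1.88 and -2.62. Each of the 9 genes changed in the same direction in all 3 pairs, with a largest FDR of 4.98e-05 (limma), and 3 of them (PARP9, CCDC80 and THBS1) passed |log2FC| above 2 in every pair. The other 6 genes fell short of it in 7 comparisons, with |log2FC| between 1.51 and 1.90.

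**Figure D1:**
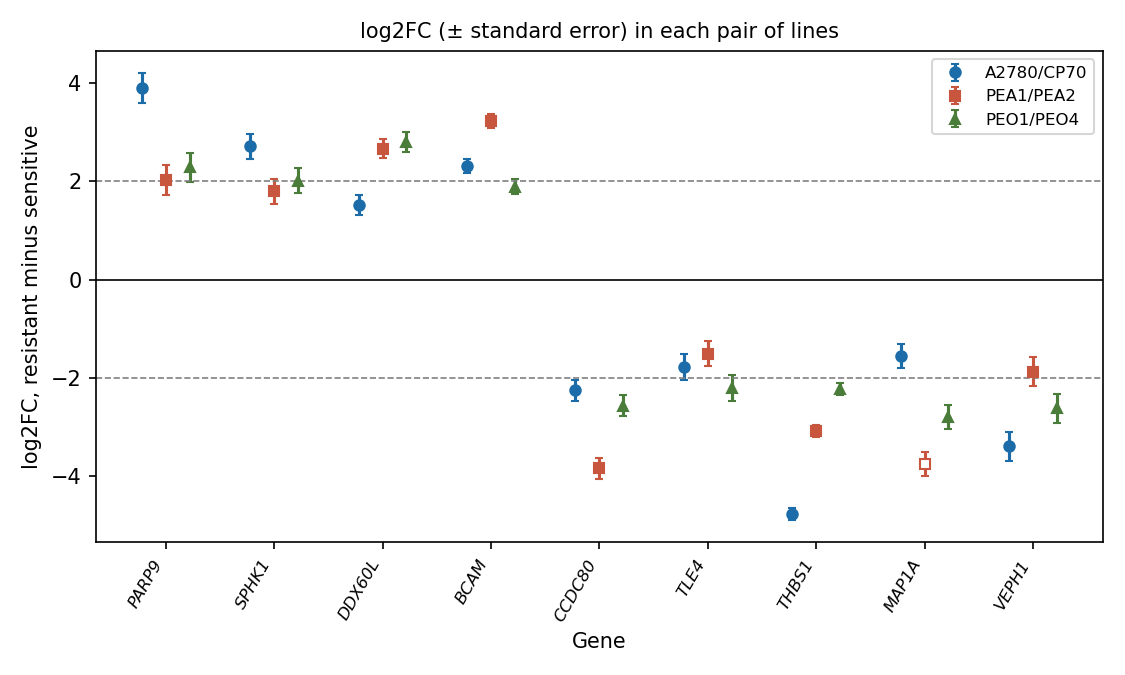
log2FC between the resistant and the sensitive line (vertical axis) of 9 genes (horizontal axis) in the A2780, PEA and PEO pairs. Points are limma estimates from 3 libraries per line, bars are standard errors, an open point has a line with at most 3 reads in every library, and the dashed lines mark a log2FC of 2 and -2. All points of a gene lie on the same side of 0.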

Using alternative methods of analysis (a sensitive–resistant linear model incorporating all three pairs, and a rank product analysis) only *THBS1* was consistently defined as downregulated using all methods. 

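THBS1 (ENSG00000137801) lies on the plus strand of chromosome 15 from 39873280 to 39891667. Its log2 value fell from 8.42 ± 0.05 in A2780 to 3.64 ± 0.24 in CP70, from 11.55 ± 0.07 in PEA1 to 8.46 ± 0.10 in PEA2 and from 8.78 ± 0.09 in PEO1 to 6.55 ± 0.26 in PEO4 (SD, n = 3 in each line). The log2FC was -4.78 (FDR = 3.02e-17, limma) in the A2780 pair, -3.08 (FDR = 5.09e-14, limma) in the PEA pair and -2.23 (FDR = 2.16e-11, limma) in the PEO pair, with a standard error of 0.12 in each. Over the fits that each left out 1 library, the smallest fall was -2.13, in the PEO pair. A linear model with the pair and the sensitivity of each library, fitted to all 18 libraries, called 258 genes upward and 199 downward at |log2FC| above 2 and an FDR below 0.05, and gave THBS1 a log2FC of -3.36 (standard error 0.27, FDR = 4.64e-07, limma). With the replicate block, this model called 111 genes upward and 77 downward. When each pair entered as 1 difference, so that the 3 pairs were the replicates, it called 0 genes in either direction, and 71 upward and 52 downward genes had an unadjusted p-value below 0.05 at |log2FC| above 2. A rank product over the 27 comparisons of a resistant with a sensitive library within the pairs called 1625 genes upward and 1487 downward at a percentage of false positives below 0.05. In simulated libraries without any change, this rank product called 1261 of 12853 genes, because its comparisons share libraries. With random orderings drawn within each library, an alternative chosen after seeing the data, it called 24 genes in the simulated libraries, and 603 upward and 577 downward in the data. The 10 upward and 7 downward genes shared by the 3 pairs were called by the linear model and by the rank product under both orderings, and THBS1 was one of the 7. The linear model averages the 3 pair differences, so a gene beyond the log2FC threshold in every pair must also exceed it there. The rank product ranks differences between the same libraries, so the 3 methods are not independent support. From the overlap of these methods, the paper states that THBS1 is the gene downregulated by all of them.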

We confirmed the differential expression of THBS1 and PARP9 using RT-QPCR (*p* < 0.05, *t-*test, Additional file 1: Fig. S2A). We further explored the similarities in transcriptional dysregulation in the resistant line in the three pairs using gene set enrichment analysis considering the Hallmark gene sets. While this showed a trend towards similar pathways being altered in all three lines, only genes involved in regulation of the interferon gamma response and regulation of apoptosis were significantly dysregulated in all 3 lines (Additional file 1: Fig. S2B). These results suggest there is minimal overlap between alterations of individual gene expression across these three models, although we cannot exclude more subtle changes in gene expression or gene networks being in common.

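When the calls of each pair were reassigned at random 10000 times among genes of similar mean expression, on average 8.30 genes were upward in all 3 pairs, against 10 observed (permutation p = 0.314, one-sided), and 6.34 were downward, against 7 observed (permutation p = 0.452, one-sided). Between the A2780 and PEA pairs, 149 genes were upward in both, 84 were downward in both and 141 changed in opposite directions. Between the A2780 and PEO pairs these counts were 52, 51 and 141, and between the PEA and PEO pairs they were 61, 66 and 180. Across the 6426 genes with a mean log2 value above the median, Spearman's rho of the log2FC was 0.05 between the A2780 and PEA pairs, -0.08 between the A2780 and PEO pairs and -0.05 between the PEA and PEO pairs. These correlations are across genes, which are not independent replicates. From its lists of changed genes and its gene set analysis, the paper proposes that the 3 models overlap little in changes of individual genes. It does not exclude subtler changes in common.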

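A rank product was computed in each pair over the 9 comparisons of a resistant with a sensitive library, and genes were called at a percentage of false positives below 0.05. It called 2750 genes in the A2780 pair, 2942 in the PEA pair and 2989 in the PEO pair. Restricted to the 3 comparisons of same-numbered libraries, as a replicate block, it called 604, 640 and 569 genes. With random orderings drawn within each library, which was chosen after seeing the data, it called 686, 721 and 623 genes.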

In order to relate gene expression with chromatin accessibility, ATAC-seq coverage was measured in the 2 Kb region spanning the transcription start site (TSS) of the genes defined as differentially expressed using rank product analysis in each cell line pair (Additional file 1: Fig. S3). Genes which showed reduced expression in the resistant lines had slightly reduced accessibility compared to the resistant lines, although this did not reach statistical significance (*t* test *p* > 0.05) (Fig. 3a, b). Genes which were upregulated in the resistant lines showed the inverse, whereby there was a stronger ATAC-seq signal around the TSS of these genes in the resistant lines in which they were upregulated, compared to the sensitive lines (*t* test *p* < 0.01). ATAC-seq data at example genes upregulated or downregulated are shown in Additional file 1: Fig. S3.

**Fig. 3:**
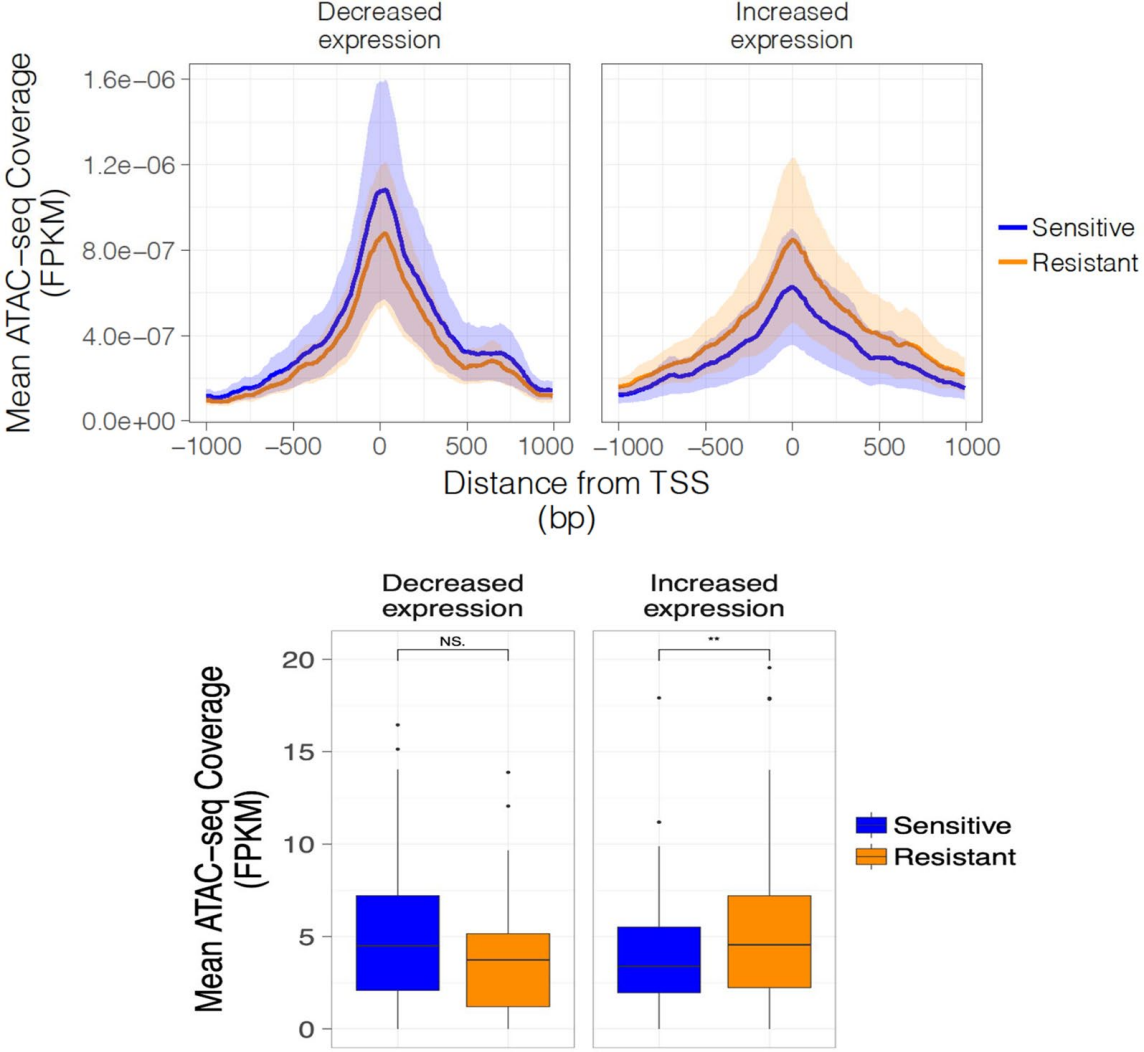
ATAC-seq coverage around TSS of differentially expressed genes. **a** ATAC-seq coverage around TSS of differentially expressed genes for genes with decreased expression and those with increased expression defined by rank product analysis. **b** Mean ATAC-seq coverage in 2 Kb around TSS of differentially expressed genes (*t-*test, NS, not significant; **p < 0.01).

Thus, these trends are consistent with an accessible promoter being associated with a permissive state for gene transcription and an inaccessible promoter with transcriptional silencing. However, relatively few changes in chromatin accessibility were observed in the resistant lines at promoter regions (Fig. 2) and those that did occur only weakly correlated with changes in gene expression (Fig. 3).

### Chromatin accessibility change at clusters of cis-regulatory elements associate with gene expression in resistant lines

The differences detected in chromatin conformation between sensitive and resistant lines frequently occurred at intergenic regions. Given the minimal association between chromatin accessibility changes at gene promoters and altered gene expression, we asked how changes to chromatin conformation at intergenic regions associated with transcriptional changes. The algorithm CREAM (Clustering of genomic REgions Analysis Method) was used to define clusters of cis-regulatory elements (COREs) in each of the lines, based on peaks called by MACS2 from the merged alignment file produced from the 3 ATAC-seq replicates from each cell line (https://www.biorxiv.org/content/10.1101/222562v1). The results of this are summarized in Additional file 1: Table S4, along with the numbers of COREs unique to each line. We identified substantial changes to CORE landscapes in all three resistant lines, compared to the sensitive. In both the A2780 and PEO pairs there was a loss of COREs (1030 to 358 and 715 to 537, respectively), while a gain in COREs was found in PEA2 compared to PEA1 (744–811), reflecting the trends in the direction of altered accessibility in each pair. Illustrative examples of COREs with differential accessibility (representative ATAC-seq mapping tracks) for all three cell lines are shown in Additional file 1: Fig. S4.

Having defined COREs that were gained or lost in the sensitive/resistant pairs we examined if this change in chromatin conformation at CORE regions was associated with changes in expression of linked genes. For each CORE gained or lost, genes within 100 Kb were extracted from the Ensembl database and those that were differentially expressed between the sensitive and resistant lines identified from the RNA-seq data. The distribution of t-statistics was then plotted, for the comparison of expression values between RNA-seq replicates from the sensitive and resistant line in each pair. In all three pairs, loss of COREs in the resistant line was associated with a significant shift towards reduced expression of genes proximal to the enhancers. When chromatin accessibility changes led to the gain of a CORE in the resistant line, there was a shift toward increased expression of these genes in the resistant line compared to the sensitive (Fig. 4a).

**Fig. 4:**
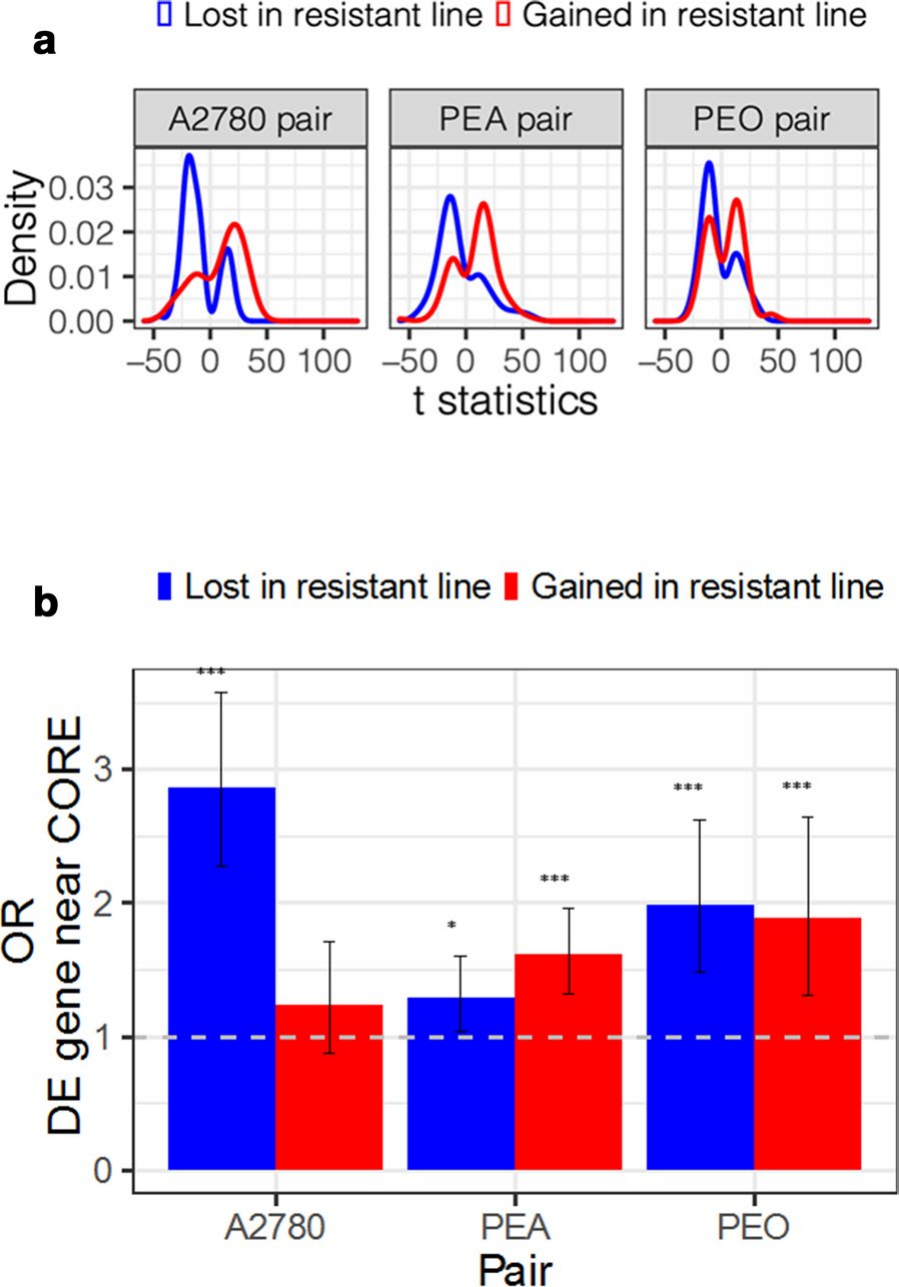
Relationship between chromatin changes at COREs and gene expression. **a** Distribution of t statistics of difference in expression for differentially expressed genes near COREs lost or gained in the resistant line in each pair. Differentially expressed genes show log2FC > ± 2 and FDR < 0.05. Red lines show distribution of t statistics for differentially expressed genes near COREs gained in resistant lines, blue lines show t statistics for differentially expressed genes near COREs lost in resistant lines. **b** Odds ratios of differentially expressed genes being found near COREs lost or gained in resistant lines compared to their sensitive counterpart. Bars show odds ratios and error bars confidence intervals from Fisher’s exact test. *p < 0.05; ***p < 0.001.

We further tested the association between loss or gain of COREs by testing for enrichment of differentially expressed genes in the 100 Kb surrounding lost/gained COREs. Figure 4b shows the odds ratios of finding differentially expressed genes near COREs which were gained or lost in the resistant line compared to the rest of the genome. In the PEA pair, there was enrichment for differentially expressed genes near COREs lost (*p* < 0.05, OR 1.3, CI 1.04–1.6, Fisher’s exact test) and a strong enrichment for differentially expressed genes near COREs gained (*p* < 0.001, OR 1.62, CI 1.32–1.97, Fisher’s exact test). In contrast, there was significant enrichment for differentially expressed genes near COREs lost in PEO4 (*p* < 0.001, OR 1.98, CI 1.48–2.62, Fisher’s exact test) and to those gained (*p* < 0.001, OR 1.88, CI 1.31–2.65. Fisher’s exact test). While there was no significant enrichment for differentially expressed genes near COREs which were gained in CP70 from A2780, similar to PEO4, there was a 2.9-fold enrichment for differentially expressed genes near COREs lost in CP70 from A2780 (*p* < 0.001, OR 2.87, CI 2.28–3.58, Fisher’s exact test).

We further explored the chromatin accessibility data in the PEO pair as a representative case to confirm that the lost/gained COREs identified in this analysis could be associated with known enhancers. We obtained published data on chromatin states in the PEO1 cell line [26] calculated using ChromHMM [27], and compared these with our data on COREs lost/gained between PEO1 and PEO4. COREs lost in PEO4 were strongly enriched for active enhancers and promoters in PEO1, while COREs gained in PEO4 were less strongly enriched for these chromatin states, as these reflect the chromatin organization specific to the PEO1 line (Additional file 1: Fig. S5). Similarly, heterochromatin and latent/inactive chromatin was more strongly underrepresented in COREs lost in PEO4, compared to those gained in PEO4. This demonstrates the link between identified COREs, lost and gained in the resistant PEO4 line, and cell line-specific chromatin states determined from histone modification ChIP-seq data.

Thus, the resistant line in all three pairs show enrichment of differential expression of genes near COREs with altered chromatin accessibility, and that COREs are associated with cell line specific enhancer elements defined by chromatin states. Importantly, within the set of genes near COREs gained in PEO4, we observe enrichment for genes involved in the Fanconi anemia/BRCA DNA damage response (DDR) pathway [28] that are associated with clinical response to DNA damaging cytotoxics in breast cancer (*p*< 0.05, OR 4.8, CI 1.02–16.0, Fisher’s exact test), highlighting a potential mechanism through which altered CORE landscapes may drive the acquisition of resistance to DNA damaging agents. Furthermore, *SOX9* has been recently identified as maintaining chemoresistance in ovarian cancer cells through altered accessibility at its associated enhancer [14], was among the genes near a CORE which was gained in the resistant PEO4 line (see Additional file 1: Fig. S6A).

We examined in more detail the expression of the genes included in the BIOCARTA_ATRBRCA curated list of genes involved in BRCA related cancer susceptibility. As shown in Fig. 5, expression of the 19/22 genes for which we had RNA-seq data was sufficient to separate PEO1 from PEO4 and PEA1 from PEA2 by unsupervised hierarchical clustering. 

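Clustering used the 12 libraries of PEO1, PEO4, PEA1 and PEA2 and the 19 genes drawn in Fig. 5, with log2 values scaled to Z scores within each library, Euclidean distances and the ward.D2 method. Divided into 4 branches, the libraries of each of the 4 lines formed a branch of their own, and the first division separated the PEA lines from the PEO lines. The same 4 branches appeared with Z scores per gene, without scaling, on linear values, with TREX1 added and with each of the 12 libraries left out in turn. Of 10000 random lists of 19 genes matched on mean expression, 96.8% also gave all 4 lines a branch of their own.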

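Of the 19 genes drawn in Fig. 5 and TREX1, which the paper names in the text, 12 changed between PEO1 and PEO4 at an FDR below 0.05 over all genes tested, and 12 also when the FDR was taken over these 20 genes alone. In 9 of the 12, |log2FC| was below 1. Among the genes higher in PEO4, the log2FC was 0.92 for RAD50, 0.50 for FANCD2, 0.86 for CHEK2, 0.72 for NBN and 0.65 for ATM. With the replicate block, 11 genes passed. Random lists of the same size matched on mean expression had a median of 9 changed genes, and 9.40% of 10000 lists reached 12.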

In the PEO pair, 12 of these genes showed small (log2FC < |1|) but significant (FDR < 0.05) changes in expression in PEO4 compared to PEO1. These included RAD51, ATM, FANCA, HUS1, BRCA1 and CHEK1 which were downregulated in PEO4. 

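FANCA (chromosome 16, from 89793091 to 89883385), which overlaps ZNF276 on the opposite strand, was lower in PEO4 than in PEO1, with a log2FC of -1.05 (standard error 0.17, FDR = 5.98e-05, limma). HUS1 had a log2FC of -0.96 (FDR = 0.000750, limma) and ATR -0.88 (FDR = 6.87e-05, limma). BRCA1 (chromosome 17, from 41196312 to 41322262), which overlaps NBR2 on the opposite strand, had a log2FC of -0.44 (FDR = 0.00361, limma). CHEK1, which overlaps STT3A on the same strand, had a log2FC of -0.32 (FDR = 0.0437, limma), and its FDR rose above 0.05 with quantile normalization, with the replicate block, without limma's trend and in each of the 6 fits that left out 1 library, ranging from 0.00714 to 0.102 over all alternatives. ATM (chromosome 11, from 108093771 to 108239829) was at a log2 value of 6.40 ± 0.13 in PEO1 and 7.05 ± 0.15 in PEO4 (SD, n = 3), an increase (FDR = 5.47e-05, limma) that ranged from 0.57 to 0.73 on the log2 scale over those 6 fits.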

In the PEA pair, 14 of these showed a similar change in expression, of which NBN, TREX1, ATM, CHEK1, FANCC, FANCG, BRCA1 and BRCA2 were downregulated (FDR < 0.05).

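Between PEA1 and PEA2, 15 of the 20 genes changed at an FDR below 0.05, 14 of them among the 19 genes drawn in Fig. 5, and 11 of the 15 had |log2FC| below 1. With the FDR over the list alone and with the replicate block, 15 genes passed, and with the libraries of the PEA pair fitted alone, 11. TREX1 (chromosome 3, from 48507210 to 48509044), which overlaps ATRIP on the same strand, was at least 6.73-fold lower in PEA2, where its libraries held 1 or 2 reads against 11 to 18 in PEA1. NBN (chromosome 8, from 90936743 to 91015456) fell from a log2 value of 8.03 ± 0.28 to 7.01 ± 0.12 (SD, n = 3), a log2FC of -1.02 (standard error 0.11, FDR = 2.03e-07, limma). The log2FC was -0.80 for FANCG, -0.68 for CHEK1, -0.62 for ATM, -0.53 for FANCC, -0.50 for BRCA1 and -0.36 for BRCA2. FANCC and BRCA2 no longer passed with the pair fitted alone. Over the 6 fits that left out 1 library, BRCA2 was lost in 4 (FDR up to 0.148, limma) and FANCC in 1. RAD50, FANCD2, ATR, RAD17, CHEK2 and HUS1 were among the genes higher in PEA2, with CHEK2 reaching a log2FC of 1.95 (FDR = 5.73e-08, limma) and RAD17 1.60 (FDR = 1.02e-06, limma). FANCD2 no longer passed after quantile normalization, with the pair fitted alone or in 2 of those 6 fits. Of 10000 random lists of the same size, 17.7% reached 15 changed genes.

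**Figure D2:**
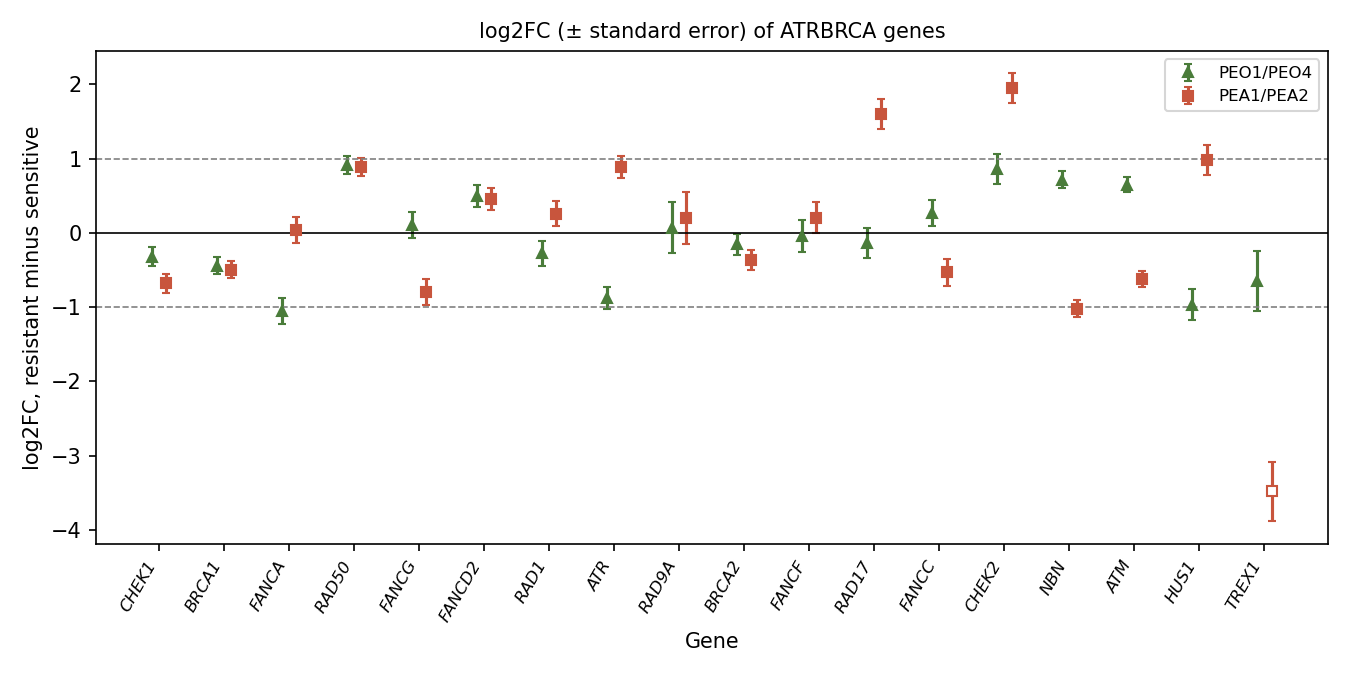
log2FC between the resistant and the sensitive line (vertical axis) of genes of the ATRBRCA list (horizontal axis) in the PEO and PEA pairs. Points are limma estimates from 3 libraries per line, bars are standard errors, an open point has a line with at most 3 reads in every library, and the dashed lines mark a log2FC of 1 and -1. ATR, NBN, ATM and HUS1 lie on opposite sides of 0 in the PEO and PEA pairs.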

**Fig. 5:**
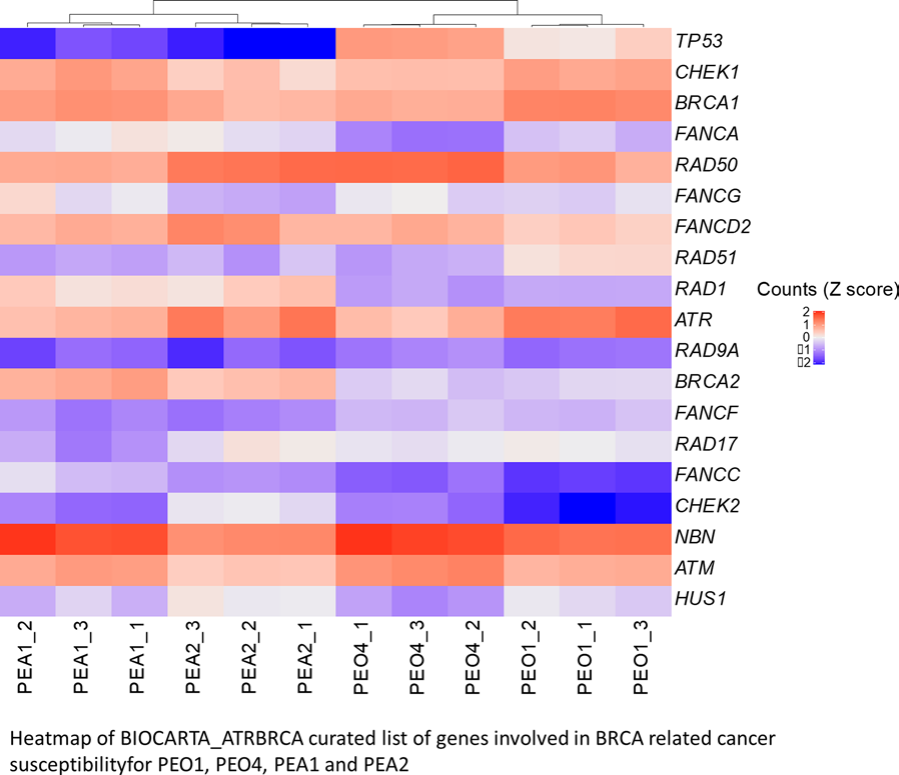
Expression of HR genes in platinum-sensitive and resistant cell lines. Heatmap of Z scaled normalized counts for 19 genes in the BIOCARTA_ATRBRCA gene set, from RNA-seq from three replicates of PEO1, PEO4, PEA1 and PEA2. Dendrogram shows hierarchical clustering using the ward.D2 algorithm, based on the expression of these genes.

### Genome mapping of Pt-adducts in sensitive and resistant lines

To analyse sites of platinum adducts at high resolution, we have adapted methods for exonuclease mapping of transcription factor binding sites and developed Pt-exo-seq [20, 21]. A schematic of the Pt-exo-seq approach is shown in Additional file 1: Fig. S1. Massively parallel DNA sequencing is used to identify positions where 5′ to 3′ exonuclease digestion is blocked by platinum-DNA adducts. Levels of platinum uptake and DNA adducts formed can vary between cell lines, with many platinum resistant cell lines showing lower levels of drug uptake than their sensitive counterparts [29]. While the Pt-sensitive PEA1 and Pt-resistant PEA2 lines show similar levels of Pt-adducts, as measured by inductively coupled plasma mass spectrometry (ICP-MS), when cells are treated over a range of platinum doses, the PEO4 and A2780/cp70 resistant cell line shows markedly fewer total platinum adducts than the sensitive PEO1 and A2780 cell lines (Fig. 6a). Therefore, in order to compare distribution of Pt-adducts across the genomes of PEO1 and PEO4 we have used doses of cisplatin treatment that induce approximately equivalent levels of total Pt-adducts: 16 µM and 32 µM, respectively.

**Fig. 6:**
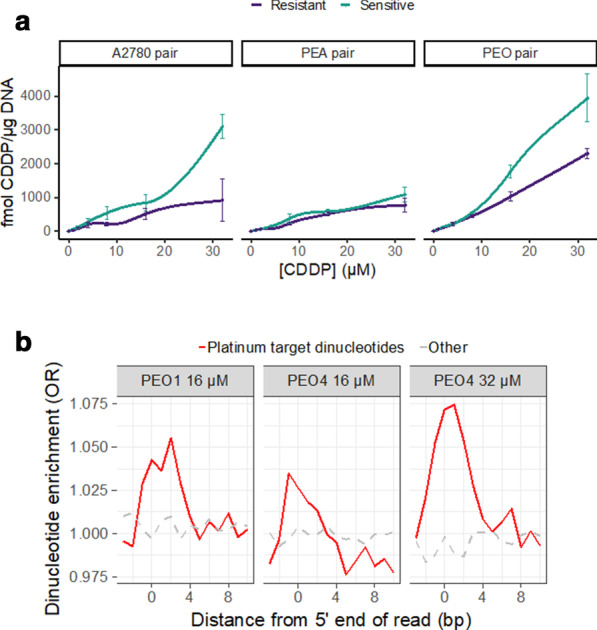
Platinum adducts acquisition in PEO1 and PEO4. **a** PEO1 incurs more adducts than PEO4 at the same dose of cisplatin, as measured by ICP-MS. **b** The difference in adduct formation is reflected in levels of enrichment for platinum target purine dinucleotides at the 5’ end of Pt-exo-seq reads. PEO1 and PEO4 were treated with concentrations of cisplatin that ICP-MS indicated would induce equal amounts of damage.

Cisplatin forms covalent bonds to the N7 positions of purine bases leading to DNA cross-links. The majority of intrastrand cross-links are 1,2-d(GpG) cross-links, followed by a small number of 1,2-d(ApG) cross-links [30]. We would predict therefore that the majority of fragments detected by Pt-exo-seq will have enrichment for platinum target purine dinucleotides at the 5′ end of Pt-exo-seq reads. Indeed at doses of 100 µM cisplatin in A2780, we observe a dose dependent increase in the exonuclease resistant fraction of DNA and a 2.5-fold increase in purine dinucleotides at the terminal position (Additional file 1: Fig. S7), which compares favourably to the twofold enrichment in dinucleotides previously observed using the Damage-seq assay at 200 µM cisplatin. [22, 23]. As shown in Fig. 6b,at less highly toxic doses of cisplatin in the HGSOC lines, the 5’ end of Pt-exo-seq reads from DNA isolated from PEO1 and PEO4 cells treated with cisplatin are also enriched for purine dinucleotides compared to reads from untreated cells. At doses of 16 µM cisplatin, there was less enrichment for purine dinucleotides detected following Pt-exo-seq in the resistant PEO4 line compared to the sensitive PEO1 line, while at 32 µM cisplatin treatment of PEO4 there were approximately equivalent levels of enrichment for purine dinucleotides. Together these data support Pt-exo-seq as being able to detect the location of platinum adducts in genomic DNA.

### Distribution of Pt adducts in sensitive and resistant lines

Genome-wide Pt-exo-seq-coverage was calculated in 1 Kb windows, as a log2FC over the untreated signal. This window size falls in the same order of magnitude as the median size of MACS2 called ATAC-seq peaks and provides sufficient depth for the signal-to-noise ratio to be calculated. These profiles were used to compare platinum-DNA adduct formation in PEO1 and PEO4 cells, at equal doses (16 µM vs 16 µM), and doses inducing equal amounts of damage (16 µM vs 32 µM respectively). Mean Pt-exo-seq signal was calculated for each window, across three replicates for each line and treatment condition, and used to calculate a log2FC in damage, after taking account of the untreated controls, between PEO1 and the 32 µM treated PEO4 cells. We found 1170 1 Kb windows showing a log2FC > ± 2 and moderated *t* test FDR < 0.05. These were then separated into two groups based on direction of change in damage in PEO4 compared to PEO1; increased or decreased frequency of DNA adducts. Hierarchical clustering was then performed on the normalized read counts, using these windows, which separated the PEO1 16 µM replicates from the PEO4 replicates treated at 16 µM and 32 µM, with the PEO4 replicates clustering by dose (Fig. 7a). The PEO1 and PEO4 also separated from each other when clustering on all windows analysed (Additional file 1: Fig. S8).

**Fig. 7:**
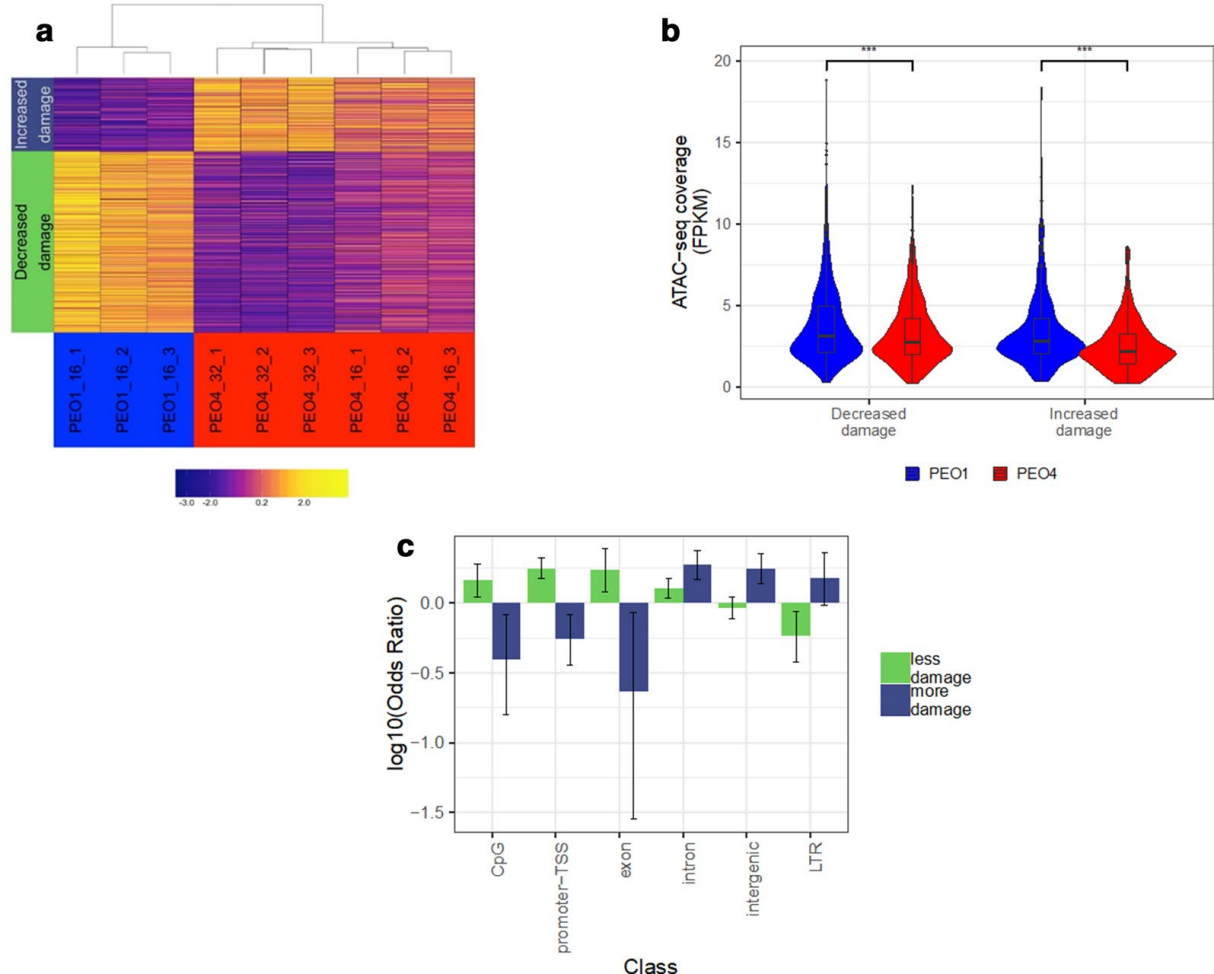
Platinum adduct distribution is altered in the PEO4 platinum resistant cell line. **a** Heatmap of Pt-exo-seq coverage in differentially damaged windows, for PEO1 and PEO4. 1170 1 Kb windows showing mean log2FC in Pt-exo-seq signal > ± 2 and FDR < 0.05, between 16 µM cisplatin treated PEO1 replicates and 32 µM treated PEO4 replicates (5 h treatment). Dendrogram shows result of unsupervised hierarchical clustering of samples by Spearman’s correlation coefficients. Blocks on left show separation of windows into those showing either increased or decreased damaged in PEO4. **b** Chromatin accessibility in windows showing more or less platinum adduct formation in PEO4 compared to PEO1. PEO1 cells were treated with 16 µM cisplatin and PEO4 treated with 32 µM for 5 h. Difference in means: Decreased damage = 0.5, Increased damage = 0.90 (***p < 0.001, Wilcoxon test). **c** Enrichment for classes of genomic elements in windows showing differential damage between PEO1 cells treated with 16 µM cisplatin and PEO4 treated with 32 µM for 5 h. Odds ratios for only genomic classes showing significant enrichment (*p* < 0.05) in sets of windows showing increased or decreased damage in PEO4 compare to PEO1. Error bars show 95% confidence interval (Fisher’s exact test).

Thus, even though cisplatin is a relatively non-specific DNA damaging agent and might be expected to induce adducts at purine dinucleotides throughout the genome, there are clear and consistent differences in distribution of Pt-adducts between these matched sensitive and resistant ovarian cell lines and this is independent of the overall level of adducts formed.

### Effect of genomic context on Pt-adduct distribution

Chromatin accessibility was investigated in relation to cisplatin-DNA adduct formation. ATAC-seq coverage was calculated for each of the 1 Kb windows previously defined by Pt-exo-seq as having different levels of Pt-DNA adducts between PEO1 16 µM and PEO4 32 µM replicates. Thus, we aimed to assess changes in chromatin accessibility between PEO1 and PEO4 at regions that showed differential DNA Pt-adduct levels. Regions incurring fewer Pt-adducts in PEO4 showed a significant reduction in accessibility as measured by ATAC-seq in PEO4 compared to PEO1 (*p* < 0.001, *t-*test) (Fig. 7b). Surprisingly, when carrying out the same analysis for the smaller set of windows showing increased damage in PEO4, an even greater reduction in accessibility was observed (*p* < 0.001, *t-*test).

Odds ratios were then calculated for enrichment of each class of genomic element in the sets of regions showing increased or decreased damage in the 32 µM treated PEO4 samples compared to PEO1 (Fig. 7c). Significant underrepresentation of regions annotated as CpG island, promoter-TSS and exon was detected in the set of regions showing increased damage in PEO4 (CpG OR 0.40, CI 0.16–0.83, promoter-TSS OR 0.56, CI 0.36–0.83, exon OR 0.24, CI 0.03–0.86, Fisher’s exact test). Conversely, regions showing decreased damage in PEO4 were over-represented for these same annotations. Intergenic annotated regions were enriched in the set showing increased damage in PEO4 (OR 1.80, CI 1.41–2.29). The decreased damage around promoters in the resistant line and the increased damage at intergenic regions suggest differential adduct formation in resistant cells is related to different genomic contexts which influence the rate of occurrence, or repair of adducts, or have implications on how they are tolerated by the cell.

To examine this further, we compared Pt-exo-seq data at COREs shared between PEO1 and PEO4, those only in PEO1 (i.e., lost in PEO4) and those only in PEO4 (i.e. gained in PEO4) (Additional file 1: Fig. S9). Significantly more platinum adducts were detected in the COREs in the resistant PEO4 line compared to COREs in the sensitive PEO1 line. Interestingly, the COREs lost in PEO4 incurred more adducts than COREs that are maintained in PEO4 (i.e. the shared COREs). This is consistent with a hypothesis whereby DNA damage at chromatin in less accessible COREs are better tolerated and could be acting as DNA damage ‘sinks’ leading to drug resistance.

### Effect of modulating chromatin accessibility on cisplatin-induced DNA adduct levels

Treating ovarian tumor cells with the HDAC inhibitor Vorinostat causes a global increase in chromatin accessibility (Fig. 8a, b). 20 µM Vorinostat treatment for 24 h before chromatin extraction caused a significant increase in fragments of a length associated with mono-, di- and tri-nucleosomes following MNase digestion, along with a corresponding decrease in larger fragments, consistent with a more open chromatin conformation (mono-, *p* = 0.007, di-, *p* = 0.006, tri-*p* = 0.012, larger, *p* = 0.007, *t* test) (Fig. 8c). The same Vorinostat treatment followed by cisplatin treatment of cells, leads to a higher level of Pt-induced adducts, as measured by ICP-MS, compared to vehicle pretreatment (*p* < 0.001, *t-*test) (Fig. 8d). These data are consistent with a more open chromatin conformation increasing platinum DNA adduct formation. While Vorinostat treatment enhances the sensitivity of cells to cisplatin, this enhanced platinum sensitivity is observed in both platinum-sensitive PEO1 and platinum-resistant PEO4 HGSOC cells (Fig. 8e), suggesting a lack of specificity to drug-resistant cells.

**Fig. 8:**
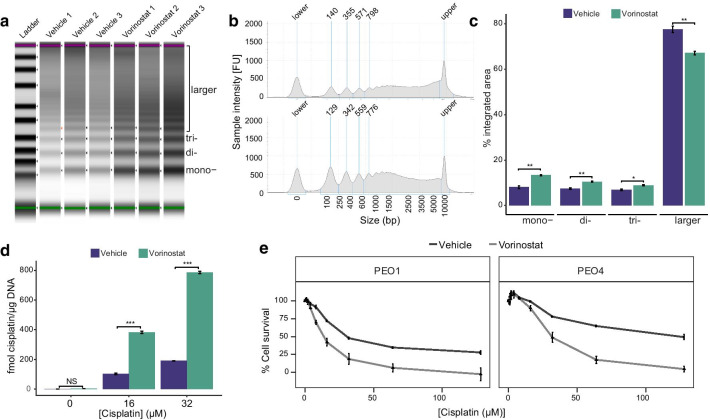
Effect of Vorinostat treatment on global chromatin accessibility and Pt-adduct formation. **a** TapeStation trace and **b** gel images showing, respectively, peaks and bands corresponding to mono-, di- and tri-nucleosome-associated DNA fragments following MNase digestion. Samples were treated with 20 µM Vorinostat or vehicle for 24 h. **c** Quantification of percent integrated area associated with mono-, di-, trinucleosomal and larger fragments following 24 h treatment with Vorinostat or vehicle, from **b**. There was a significant difference in integrated area between the vehicle and Vorinostat treated cells. Mono-, *p* = 0.007, di-, *p* = 0.006, tri-*p* = 0.012, larger, *p* = 0.007, *t-*test. **c** Levels of DNA platination as measured by ICP-MS, when PEO4 cells were treated with 0. 16 or 32 µM cisplatin for 5 h following 24 h pre-treatment with 20 µM Vorinostat. Error bars show SEM. ***= *p* < 0.001, *t-*test. *n* = 3. **d** Cell survival of PEO1 and PEO4 cells on exposure to increasing concentrations of cisplatin for 24 h, following pre-treatment with vehicle, or 20 µM Vorinostat for 24 h. Error bars show SEM. *n* = 3.

## Discussion

Cytotoxic, DNA targeting, chemotherapies, such as platinum based chemotherapy, have major impact on improving patient survival and are still the first line of treatment for many cancers. However, drug resistance is a major clinical problem leading to poor survival for patients. A diverse range of drug resistance mechanisms have been observed experimentally [31]. However, with the exception of THBS1 and depending on the statistical parameters used, we observe relatively few consistent single gene changes in expression or chromatin conformation between the sensitive and resistant matched pairs. We also detected few consistent changes at the gene set level, but those we did detect involved genes from the apoptosis gene set such as *EREG,* implicated in stimulation of cell proliferation [32] and *CCL5* in the interferon gamma gene set, which has been shown to promote invasion and migration of ovarian cancer cells [33]. However, the mechanisms through which these might contribute to drug resistance in ovarian cancer remains to be determined. In contrast to this, the ATAC-seq data of the HGSOC resistant lines in Fig. 1 shows that the resistant lines clusters together rather than with their respective sensitive line, suggests there are common underlying epigenetic mechanisms involving changes in chromatin. 

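EREG (ENSG00000124882) lies on the plus strand of chromosome 4 from 75230862 to 75254466. It rose from a log2 value of 6.16 ± 0.05 in PEA1 to 10.56 ± 0.25 in PEA2 and from 1.12 ± 0.31 in PEO1 to 4.58 ± 0.04 in PEO4 (SD, n = 3 in each line). The log2FC was 4.39 (standard error 0.59, FDR = 2.48e-06, limma) in the PEA pair and 3.46 (standard error 0.59, FDR = 8.75e-05, limma) in the PEO pair. In the A2780 pair no library held more than 4 reads, and the difference did not pass the FDR threshold (FDR = 0.182, limma), although it did without A2780 replicate 3 (FDR = 0.0146) and without CP70 replicate 3 (FDR = 0.00334), while the other alternatives gave an FDR from 0.180 to 0.615. CCL5 (ENSG00000161570), listed on chromosome 17, had 0 reads in every PEO1 library and 57 to 70 in PEO4, at least 26.1-fold higher (FDR = 1.36e-09, limma). In the A2780 and PEA pairs its libraries held at most 2 reads, so no fold can be given.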

The changes in chromatin conformation observed occur more frequently at intergenic regions rather than gene promoters and result in chromatin accessibility changes at COREs which, given their association with active chromatin states serve as a good proxy for enhancers, and hence change the enhancer epigenomic landscape.

Our data argue that epigenetic changes at COREs during development of drug resistance is a common underlying mechanism that can drive expression changes in pathways such as those involved in homologous recombination repair leading to drug resistance. These findings reflect the genome wide chromatin reorganization that underlies resistance to endocrine therapies in breast cancer, or the emergence of repressed chromatin states at intergenic, repetitive regions in non-small lung cancer cells exposed to lethal concentrations of EGFR kinase inhibitors, as well as cisplatin [34, 35]. Such epigenetic changes may alter different resistance pathways and gene expression in a stochastic manner which can be selected on during tumor evolution. 

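Counted by direction, 6 of the 12 changed genes of the list were lower in PEO4 and 6 were higher, and 8 of the 15 changed genes were lower in PEA2 and 7 were higher. The median log2FC of the 20 genes was -0.09 in the PEO pair and 0.12 in the PEA pair. In both pairs, 10 genes changed. CHEK1 and BRCA1 were lower and RAD50, FANCD2 and CHEK2 were higher in both resistant lines, and 5 genes changed in opposite directions. The calls of CHEK1 in the PEO pair and of FANCD2 in both pairs were lost under some of the alternatives.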

We observe enrichment for genes involved in the Fanconi anemia/BRCA DNA damage response pathway within the set of genes near COREs gained during acquisition of drug resistance [28] and observe down regulation of their expression in the resistant PEO4 and PEA2 lines. This is consistent with loss of HR repair leading to platinum sensitivity.

Integrative genome-wide epigenomic and transcriptomic analyses of in vitro derived platinum-sensitive and platinum–resistant ovarian lines identified key distal enhancers associated with platinum resistance and identified SOX9 as a critical CORE regulated transcription factor that plays a critical role in chemoresistance in vitro of ovarian cancer cell lines [14]. We also observe differences in COREs in the in vitro derived A2780 and A2780/cp70 pair of lines, although these cluster separately from the HGSOC, in vivo, derived resistant lines (Fig. 1). In our data, SOX9 is in the set of genes near COREs gained in the resistant PEO4 line, which is consistent with the data from Shang et al. showing increased H3K27ac around SOX9 in chemoresistant ovarian cancer cells [14].

THBS1 was the only gene consistently defined as downregulated in resistant lines using all methods of analysis of the RNAseq data. THBS1 is an important component of the extra-cellular matrix and has an important role in cancer development and regulating tumor cell behaviour [36]. Although no evidence has been shown for THBS1 having a direct role in resistance to platinum drugs, it does have functions in tumor vasculaturization, modulation of immune responses and is a pro-apoptotic factor, which may be important during tumor evolution during treatment. Further, ovarian cancer patients with high THBS1 expression and treated with platinum-based chemotherapy have longer survival [37] and is an independent prognostic factor in multivariate analysis.

In order to explore further the influence of chromatin organization in cisplatin resistance we developed and applied Pt-exo-seq, a method for mapping cisplatin adducts genome-wide at base pair resolution. Genome-wide adduct formation distinguished the resistant PEO4 line from its isogenic-sensitive counterpart, and was associated with the altered chromatin landscape we detected, highlighting altered adduct formation and distribution as a defining characteristic of these resistant ovarian cancer cells. Regions of the genome with fewer observed adducts in the resistant line were primarily around gene promoters, while regions with increased adducts were enriched for intergenic loci, and included COREs which were reprogrammed in the resistant lines.

A limitation of the Pt-exo-seq study is that cells were treated for 5 h to allow platinum cross-links to form before DNA isolation for Pt-exo-seq and some DNA repair of the mono- or cross-linked adduct is likely to have occurred in this time. Transcription-coupled nucleotide excision repair may be responsible for the reduced persistence of adducts near gene promoters; a view supported by the difference in adduct formation at transcription start sites (TSS) of genes showing equally high expression in PEO1 and PEO4 (Additional file 1: Fig. S10). Thus, variability in location of platinum in adducts detected in the genome may be due to differences in rate of DNA repair across the genome [22, 23], although may also be due to differences in chromatin accessibility for platinum damage. The current study has focussed on analysis of patient-derived platinum resistance, but the use of cell lines deficient in specific DNA repair pathways would help address some of these limitations.

It is well established that there is a difference in platinum DNA damage induction and repair in naked versus DNA bound to nucleosomes. For instance, studies on platinum damage at reconstituted chromatin show increased adduct formation predominantly in the nucleosome core. However, what the present study suggests is that it is not only the presence of nucleosomes that is important, but also whether they are in an open or closed conformation. Thus, regions of more compact chromatin had more adduct formation in resistant than in the sensitive HGSOC line, and this was particularly pronounced in intergenic regions. Furthermore, when examining COREs which were shared between PEO1 and PEO4, significantly more platinum adducts were detected in the resistant PEO4 line compared to COREs in the sensitive PEO1 line. Similarly, COREs which are lost in PEO4 incurred more adducts that the COREs which are maintained. This suggests that more platinum damage occurs at COREs in chromatin regions which become more nucleosome dense with the development of drug resistance, and that adducts at these loci are more tolerated by the cell, for instance due to increased error-prone translesion synthesis. While epigenetic approaches to overcome drug resistance have been proposed and are undergoing clinical evaluation, they have generally failed to show clear patient benefit or in some cases have increased toxicity [38, 39]. The use of non-specific epigenetic therapies that affect epigenetic marks throughout the genome will affect normal and tumor cells. This may explain the difficulties in improving therapeutic index in clinical trials of epigenetic therapies to overcome drug resistance. More targeted approaches based on reactivation of specific genes by CRISPR-epigenetic modulator fusions are now being explored [40] but are unlikely to overcome the diverse range of mechanisms involved in drug resistance if they only target specific genes. Targeting chromatin conformation in specific genomic contexts, rather than genome-wide, will be an important future strategy for epigenetic therapies to reverse drug resistance.

### Conclusions

We have shown that chromatin changes, particularly at intergenic regulators of gene expression, are associated with in vivo derived drug resistance and Pt-adduct distribution in HGSOC. This has important implications for understanding the mechanisms of how tumor cells can adapt to treatment leading to drug resistance and treatment failure. These data suggest that resistance is driven by epigenomic changes which alter patterns of gene expression primarily through chromatin change at intergenic, CORE regions rather than gene promoters. Therefore, new approaches are required that target the epigenome in terms of chromatin conformation in specific genomic contexts, rather than either the entire genome or single gene targeting.

## Materials and methods

### Cell lines and cell culture

The derivation of the cell lines has been previously described [24, 25]. The identity of the lines was confirmed by STR profiling (Genetica). All cell lines were grown in RPMI-1640 (Sigma Aldrich) supplemented with glutamine (2 mM) (Gibco) and 10% fetal bovine serum (First Link). Cells were tested for mycoplasma monthly using the MycoAlertTM Mycoplasma Detection Kit (Lonza). Cell viability was assessed using MTS assay: CellTiter 96® AQueous One Solution Cell Proliferation Assay (Promega).

### ATAC-seq

Chromatin was extracted and digested as described [41]. Libraries were sequenced on HiSeq 2500 (Illumina) using 100 bp paired-end reads. Quality assessment of libraries was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Duplicate reads were removed using the MarkDuplicates tool from the Picard tools suite (https://github.com/broadinstitute/picard). Reads were then aligned to the genome using Bowtie2 [42] with the parameters -X2000 and -m1. This ensured that fragments up to 2 kb were allowed to align (− X2000) and that only uniquely aligning reads were collected (− m1) as described [43]. Fragment size data were collected using the CollectInsertSizeMetrics tool from the Picard suite. Reads were filtered against genomic blacklist regions, including mitochondrial sequences, defined by The ENCODE Project Consortium [44].

### RNA-seq

Libraries were prepared using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB), according to the manufacturer’s instructions. Using the featurecounts function from the RSubread package in R [45], aligned reads were assigned to genes as counts, using a reference file of all known genes on the hg19 genome assembly obtained from the University of California Santa Cruz Genome Browser [46]. Normalization was carried out and differential gene expression was calculated using the limma package [47]. RPKM values were calculated using the rpkm function from the limma package.

### Pt-exo-seq

Libraries for Pt-exo-seq were produced using a novel protocol for detecting platinum damage genome wide adapted from [20, 21]. Following treatment with cisplatin (Hammersmith Hospital Pharmacy), DNA was isolated from cells using the Gentra PureGene kit (Qiagen). 1 µg purified DNA was sheared using Bioruptor Pico (Diagenode) to sizes of ~ 150 bp. Fragment sizes were confirmed using TapeStation (Agilent). Fragmented DNA was then incubated at 30 °C for 30 mins, with dNTPs, ATP, T4 DNA polymerase, Polynucleotide Kinase and DNA Polymerase 1 (Klenow fragment) to generate blunt ends before the reaction was stopped by incubation at 75 °C for 20 mins. Fragments were then incubated with the annealed P7 adapters along with ATP, and the T4 DNA ligase. Adapter ligated fragments were purified and incubated with the phi29 DNA polymerase, along with dNTPs, to allow the overhang between the fragment end and the adapter to be filled in. Adapter ligated DNA was incubated with Lambda exonuclease for 1 h at 37 °C. RecJF and single stranded DNA binding protein (SSB) were added with Lambda exonuclease to maximize digestion efficiency. The platinum molecules which were still present in the fragment, adapter ligated, digested DNA were then displaced by incubation with sodium cyanide at 65 °C for 2 h. Complementary strand synthesis was carried out using adapters complementary to the P7 adapter sequence, along with the phi29 DNA polymerase and dNTPs. Finally, the P5 adapter was ligated to the purified, double stranded DNA by incubation for 60 min at 25 °C and then 10 min at 65 °C to inactivate the enzymes. Purified libraries were then amplified by PCR. The enzymes and oligonucleotides used for preparation of Pt-exo-seq libraries are listed in Additional file 1: Tables S5 and S6. Libraries were sequenced on HiSeq 2500 using 100bp single read sequencing. Library quality was assessed by FastQC before adapter trimming with BBDuK, and alignment to the hg19 genome assembly using bowtie2. Reads were filtered against the DAC Encode Blacklisted regions [44] and deduplicated as described for the ATAC-seq libraries. Aligned, deduplicated reads were assigned to genomic loci using a 1 Kb sliding window, moved 900 bp along the genome. Coverage in these windows was then calculated for each platinum treated sample, against the mean coverage of three mock-treated replicates, as a log2 ratio. Further details on assay optimization have been reported [19].

### Statistical analysis

#### ATAC-seq

Counts of ATAC-seq reads in genomic windows were calculated using the featurecounts function from the RSubread package [45]. RPKM values were calculated using the rpkm function in the edgeR package [48]. Reads were further filtered to remove PCR duplicates using the MarkDuplicates tool from the Picard Tools Suite (http://broadinstitute.github.io/picard/). The filtered, deduplicated reads were used in analyses which involved clustering the samples based on chromatin accessibility profiles.

ATAC-seq reads were assigned to 1 Kb windows and these were filtered by requiring a depth > 1 RPKM and < 1 SD above the median depth for all windows analysed. Coverage was normalized using the voom method to estimate the mean-variance relationship of the log of these counts. This generated a precision weight for each window which could be analyzed using the limma Empirical Bayes analysis pipeline [47] in order to calculate log2FC and *p* values for changes in accessibility for each window. Windows were annotated according to their nearest genomic feature using HOMER [49]. Enrichment odds ratios and confidence intervals were calculated for each class of genomic element in sets of windows showing significantly increased or decreased accessibility, compared to all analysed windows, using Fisher’s exact test.

Coverage around the TSS’ of genes was calculated in the same way as for the sliding window approach described above, except windows were 2 Kb centered around the TSS of genes of interest. Once FPKM values had been calculated, they were compared between cell lines using Students *t* test.

ATAC-seq peaks were called in each ATAC-seq replicate using MACS2. These peaks were then used as input for the CREAM package (https://www.biorxiv.org/content/early/2017/11/21/222562), which calls clusters of cis-regulatory elements based on the genomic distribution of peaks. Genes within 100 Kb of called COREs were extracted from the Ensembl database using biomaRt. T statistics and odds ratios for differential expression of these genes were calculated from the RNA-seq data produced in this study.

#### Pt-exo-seq

Odds ratios for enrichment of platinum-target dinucleotides at the 5’ end of reads were calculated using Fisher’s exact test to compare platinum-target dinucleotide frequency at each position (− 5 to + 10 bp) in the read. Windows were filtered by intersection with the regions passing filters in the ATAC-seq data for the PEO pair (depth > 1 RPKM and < 1 SD above the median depth for all windows analysed). Differentially damaged windows were defined as having a Log2 fold change in Pt-exo-seq signal:background ratio > ± 2 and an FDR corrected *p* value < 0.05, based on a *t* test between three replicates for each condition. Windows were annotated according to their nearest genomic feature using HOMER [49]. Enrichment odds ratios and confidence intervals were calculated for each class of genomic element in sets of windows showing significantly increased or decreased accessibility, compared to all analysed windows, using Fisher’s exact test. Pt-exo-seq coverage around the TSS’ of genes was calculated in the same way as for the sliding window approach described above, except windows were 2 Kb centered around the TSS of genes of interest. Once RPKM values had been calculated, they were compared between cell lines using Students *t* test.

##### MNase laddering following Vorinostat treatment

PEO4 cells were exposed to 20 µM Vorinostat for 24 h, nuclei isolated and incubated in micrococcal nuclease at a final concentration of 0.02 units/µl, in MNase buffer (New England Biolabs) at 37 °C for 10 min before purification using the MinElute PCR cleanup kit (Qiagen). Isolated DNA was run on TapeStation High Sensitivity DNA tape (Agilent). The relative area of each peak was then used to calculate enrichment for mono-, di- and tri-nucleosome associated fragments. Differences in peak area were tested using students *t* test.

### Quantification of DNA platination by inductively coupled plasma mass spectrometry (ICP-MS)

Cells were treated with cisplatin for 5 h, before DNA was extracted. Platinum adduct levels were measured by ICP-MS using an Agilent 7900 mass spectrometer equipped with a micromist nebulizer and a cooled spray chamber (Agilent Technologies, USA). The assay was calibrated using platinum standards (Specure®, Alfa Aesar, Ward Hill, MA) and quality control samples with known platinum concentrations (ClinChek® Serum Controls, RECIPE, Munich, Germany). Platinum adducts were measured as previously described [50] in no-gas mode. Each measurement was made at 6 points on the mass peak in triplicate.

## Supplementary Information

**Additional file 1.** Supplementary Figures and Tables.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE149147 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149147).

How the deposited data were processed for this re-analysis (not part of the article)

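RNA-seq was analysed for 18 libraries, 3 replicates of each of the sensitive lines A2780, PEO1 and PEA1 and the resistant lines CP70, PEO4 and PEA2. The ATAC-seq, CORE, Pt-exo-seq and RT-qPCR measurements and the Hallmark gene sets were not analysed here. The authors assigned aligned reads to all known genes of hg19 with featureCounts and normalized them with limma, and they deposited log2 CPM values for 12853 genes, with 0.5 reads added to each count and a scaled library size for each library. Every column of sample values was used. Whole reads were recovered from 100% of these values and served to give the depth, to find genes at the floor and to run checks. The reads on listed genes per line and the smallest expression that 3 reads can show are given where the RNA-seq experiment is introduced, and they cover counting error only. A fold against a line whose libraries all held at most 3 reads was computed against 3 reads and is a lower bound.

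The deposited log2 values were tested with limma 3.58.1 in R 4.3.3 (linear models with moderated statistics and a trend of the variance with mean expression), in 1 fit of 18 libraries with a mean for each of the 6 lines. Genes were called at |log2FC| above 2 and an FDR below 0.05 (Benjamini-Hochberg over 12853 genes), the thresholds the paper states. The text of the paper gives no thresholds for its linear model or its rank product. The linear model over all pairs had the pair and the sensitivity as terms and the same thresholds. The rank product used the 9 comparisons of libraries within a pair, or the 27 within all pairs, 100 random orderings of the genes within each comparison, and a percentage of false positives below 0.05. Random reassignments and random lists used 10000 draws within 20 bins of mean expression. Gene lists were tested with camera from limma with an inter-gene correlation of 0.01, on a list of 35 interferon-stimulated genes written beforehand, of which 34 were in the table. Gene spans came from an annotation of GRCh37, which matched 12642 gene identifiers and did not match 211. CCL5 was among those not matched.

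The replicate numbers in the column names and sample titles gave the pairing for the replicate block. Whether same-numbered libraries deviate together was checked within each pair. No sequencing batch entered any fit. No library was left out, except in the alternatives that left out each in turn.

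The calculations were tested on simulated data for 12853 genes, 200 of them changed. The changed genes were drawn from genes with ample reads on average, and were shifted well beyond the log2FC threshold, equally in every pair. The calls within a pair recovered 200 of 200 genes, the calls in all 3 pairs recovered 199, and the linear model recovered 200, each with 0 unchanged genes called. This recovery therefore does not cover genes with few reads or changes near the threshold. The rank product recovered 200 but also called 681 unchanged genes, and it called 1261 genes in simulated data without changes. Its comparisons share libraries, which random orderings within each comparison ignore. Orderings within each library called 15 unchanged genes, and 24 in the data without changes. The rank product was kept as designed, its calls therefore include many false positives, and the counts with orderings within libraries stand beside it. For camera, 5 of 200 lists without changes fell below the 0.05 level. Those lists held random genes simulated independently, so they cannot show how camera behaves on genes that vary together. In a test of neighbouring genes, a simulated shift of 400 of 6348 genes gave a rho of 0.193, against 0.00995 without a shift.

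The genes named in the text were set by a rule fixed before the data were examined. They are the genes the paper names from its RNA-seq and CORE data with the 19 genes drawn in Fig. 5 and TREX1, the 2 highest and 2 lowest log2FC of each pair among called genes whose lines do not overlap, the genes called in the same direction in all 3 pairs if at most 20, and DTX3L and the interferon gene with the largest change in each pair. Some genes under this rule are not reported here, and counts over whole gene lists include them while counts of single-gene results under the alternatives do not. XIST, FN1, the genes in the runs described among the other observations, and the genes called under other settings were chosen after their values were seen.

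The alternatives fixed before the data were examined were a fit of each pair alone, a filter on mean log2 value above 0 (which removed 355 genes), quantile normalization, the replicate block, limma without the trend, |log2FC| above 1, limma's treat with a 4-fold bound, the 3 pair differences as replicates, the FDR alone for the linear model, a percentage of false positives below 0.01, rank product calls in each pair, other scalings of the clustering, and leaving out each library in turn. The alternatives chosen after seeing the data were voom weights from the recovered reads, 2 reads added to each count, rank product orderings within libraries, and |log2FC| above 1.5. A pseudocount of 0.1 had also been planned for linear values and was not run, since the deposited values are on the log2 scale.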

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

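In this part, the tests of scaling between libraries, the comparison of GLDCP1 with GLDC and the counts over other splits of the libraries were chosen after the results were seen. The checks of GC content and gene length (a loess correction of each library) and of library depth (all libraries reduced at random to 1344098 reads) were set out beforehand. For scaling, quantile normalization was used.

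The log2FC between the resistant and the sensitive line differed between the PEO and PEA pairs in 12 of the 20 listed ATRBRCA genes, by limma's test of the difference itself. Among these, the log2FC in the PEO pair minus that in the PEA pair was -1.09 for FANCA, 0.90 for FANCG, -1.76 for ATR, -1.73 for RAD17, 0.81 for FANCC, -1.09 for CHEK2, 1.74 for NBN, 1.28 for ATM, -1.95 for HUS1 and 2.83 for TREX1. The value for TREX1 rests on 1 or 2 reads in PEA2. After the correction for GC content and gene length, 12 of the 12 genes kept the difference, after the reduction in depth 11 did, and after quantile normalization 12 did. In that order, these steps moved the 12 differences by at most 0.35, 0.28 and 0.52 on the log2 scale (medians 0.10, 0.13 and 0.15), so the pattern is not explained by as much of each effect as the step removed. Reads shared with overlapping genes, which FANCA, TREX1, FANCC, RAD17 and NBN among others have, were not tested. Neither were an exchange of the lines within a pair or a mixture with other cells, so the difference cannot be told apart from these. Genes that mark 1 HGSOC line, chosen after their values were seen, argue against a large mixture of the HGSOC lines. TM4SF18 had at least 391 reads in PEA1 and at most 10 in other HGSOC libraries. For CXCL5 these numbers were 3061 in PEA2 and 3, and for AKR1D1 543 in PEO4 and 3. PROM1 had at least 823 in PEO1 and at most 3 in PEO4 and PEA1. FAT1 had at most 2 in PEA2, against at least 1776 in PEO1 and PEO4. Clustered over all genes, the 3 libraries of each of the 6 lines formed a branch of their own, which speaks against a single library exchanged between lines. Cut into 3 branches, the lines of each pair fell together, which speaks against an exchange of whole lines between pairs. A hypothesis that remains is that the lines from the 2 patients changed these genes differently.

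Among 31 other genes named by the paper or by the rule fixed beforehand, apart from the 12 genes with the largest changes within a pair, 23 had a different log2FC in at least 1 pair than in another. The widest difference of each is given here as log2FC in the first pair minus that in the second. For the PEA pair minus the A2780 pair it was -1.87 for PARP9, -0.92 for SPHK1, -1.59 for CCDC80, -2.19 for MAP1A, 1.52 for VEPH1, 3.36 for EREG, -1.64 for SOX9, 3.34 for LAMA4, 4.90 for DLX5, -3.92 for KLHDC7A, 5.89 for LAMP3, -4.76 for PSMB9 and 6.16 for IFI27. For the PEO pair minus the A2780 pair it was 1.28 for DDX60L, 2.56 for THBS1, 1.51 for SLC34A2, 6.43 for WDR72 and -2.50 for DTX3L. For the PEO pair minus the PEA pair it was -1.33 for BCAM, 8.49 for CCL5, 4.35 for CRABP2, -2.58 for BEND4 and 8.91 for IFI44L. All 23 genes kept the difference after the correction for GC content and gene length, 20 kept it after the reduction in depth, and 19 after quantile normalization. With voom weights, chosen after seeing the data, the differences given for SPHK1 (FDR = 0.0572, limma) and SLC34A2 (FDR = 0.0732, limma) no longer passed. CCL5, KLHDC7A and IFI27 had at most 3 reads in both lines of at least 1 pair, SLC34A2, LAMA4, DLX5, BEND4, WDR72 and LAMP3 had a line with at most 3 reads in both of the pairs compared, and MAP1A, EREG, PSMB9 and IFI44L had one in 1 of them, so the size of these differences depends on the 0.5 reads added to each count. The same holds for CRABP2, which had at most 4 reads in PEA1. Since contamination, mixed samples and overlapping genes were not tested, no biological explanation is put forward for these genes.

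Over all genes, the log2FC differed at an FDR below 0.05 in 7549 genes between the PEO and PEA pairs, in 7390 between the PEA and A2780 pairs and in 6111 between the PEO and A2780 pairs. Of 100 splits of the libraries within pairs, drawn from 256 that part same-numbered libraries, as many genes differed in 1 split for the PEO and PEA pairs, in 2 splits for the PEA and A2780 pairs and in 1 split for the PEO and A2780 pairs, the real split included. Nearly all other splits mix the lines and so lose most of the difference between them.

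The paper does not name the genes with the largest changes in each pair. In the A2780 pair, GPRIN3 had a log2FC of -10.61, at least 549-fold lower in CP70, MEST -10.50, ALDH1A1 10.23, at least 959-fold higher, and POSTN 10.25, at least 429-fold higher. MEST overlaps COPG2 on the opposite strand. In the PEA pair, TM4SF18 had a log2FC of -10.47, at least 202-fold lower in PEA2, FAT1 -9.95, at least 242-fold lower, LCN2 11.43, at least 567-fold higher, and CXCL5 11.62, at least 647-fold higher. In the PEO pair, PROM1 had a log2FC of -8.26, at least 231-fold lower in PEO4, S1PR1 -7.69, at least 42.5-fold lower, COL3A1 8.96, at least 70.9-fold higher, and AKR1D1 10.11, at least 228-fold higher. Of these genes, PROM1 and S1PR1 moved the other way in the PEA pair, PROM1 at least 23.3-fold higher in PEA2 and S1PR1 with a log2FC of 1.15, and TM4SF18 and MEST did so in the PEO pair, TM4SF18 at least 2.80-fold higher in PEO4 and MEST with a log2FC of 1.29. All 12 of these genes were still called under each of the corrections for GC content and gene length, depth and scaling.

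The other 14 genes the paper does not name are those called in the same direction in all 3 pairs. In the linear model over all pairs their log2FC was -3.94 for SLC34A2, 4.66 for LAMA4, 3.91 for CRABP2, 3.20 for GLDC, 2.43 for CEACAM1, 3.02 for CMPK2, 2.94 for GLDCP1, -4.87 for DLX5, 4.54 for BEND4, -2.74 for HOXC6, -5.84 for WDR72, -3.38 for KLHDC7A, 2.82 for EDAR and 4.09 for LAMP3. Of all 26 genes the paper does not name, 24 were still called after the correction for GC content and gene length (not CRABP2 and LAMP3), 23 after the reduction in depth (not HOXC6, KLHDC7A and EDAR) and 19 after quantile normalization (not CEACAM1, BEND4, HOXC6, WDR72, KLHDC7A, EDAR and LAMP3). With 2 reads added to each count, GLDC, DLX5 and SLC34A2 were the only ones of the 14 still called in all 3 pairs, so most of these calls depend on the processing. The log2FC of the pseudogene GLDCP1 differed from that of GLDC by at most 0.87 in any pair, which is consistent with reads of GLDC being assigned to GLDCP1, so the pair may be 1 signal. Contamination and mixed samples were not tested, and no biological explanation is put forward for these genes.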

How the results depend on the processing

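The reported results were recomputed under the alternatives fixed before the data were examined, and under 4 chosen after seeing the data (voom weights, 2 reads added to each count, rank product orderings within libraries, and |log2FC| above 1.5). Counts within 1.5 times the reported one are taken as unchanged in size, which does not say that they hold the same genes. For the changes listed here the cause was not tested.

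At |log2FC| above 1, the differentially expressed genes numbered 2470 in the A2780 pair, 4320 in the PEA pair and 2418 in the PEO pair, and with limma's treat and a 4-fold bound 637, 969 and 266. The genes upward in all 3 pairs, 10 in the reported fit, numbered 6 after quantile normalization, 63 at |log2FC| above 1, 1 with treat, 1 with 2 reads added and 28 at |log2FC| above 1.5. The genes downward in all 3 pairs, 7 in the reported fit, numbered 31 at |log2FC| above 1, 0 with treat (2 at an unadjusted p-value below 0.05 in all 3 pairs), 4 with 2 reads added and 17 at |log2FC| above 1.5. Of the 17 genes called, 8 were kept after quantile normalization, 16 with voom weights, 16 with the filter on mean log2 value, 5 with 2 reads added and 1 with treat. The genes called by all 3 methods numbered 6 upward after quantile normalization, and 1 upward and 4 downward with 2 reads added. Settings used for the other results were also applied to these genes after seeing the data. They numbered 63 upward and 31 downward at |log2FC| above 1, 28 and 17 at |log2FC| above 1.5, 1 and 0 with treat within pairs (2 downward at an unadjusted p-value below 0.05), and 0 and 0 with the 3 pair differences as replicates (10 and 7 at an unadjusted p-value below 0.05), so THBS1 was not called by all 3 methods under the last 2.

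The linear model over all pairs, with 258 genes upward and 199 downward, called 111 and 77 with the replicate block, 0 and 0 with the 3 pair differences as replicates (71 and 52 at an unadjusted p-value below 0.05 and |log2FC| above 2), 1604 and 1488 with the FDR alone, and 132 upward with 2 reads added. The rank product called 604, 640 and 569 genes in the A2780, PEA and PEO pairs with the replicate block, and 686, 721 and 623 with orderings within libraries. Over all pairs, orderings within libraries gave 603 upward and 577 downward.

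Leaving out each library in turn gave from 1162 to 1180 differentially expressed genes in the A2780 pair, from 1822 to 1877 in the PEA pair and from 787 to 825 in the PEO pair, over 6 fits each. Over 18 fits, the genes in all 3 pairs ranged from 8 to 11 upward and from 5 to 10 downward, as did those called by all 3 methods, and the linear model from 220 to 280 upward and from 164 to 226 downward. The rank product ranged from 1853 to 1955 genes in the A2780 pair, from 2014 to 2043 in the PEA pair and from 1985 to 2069 in the PEO pair, and over all pairs from 1511 to 1567 upward and from 1380 to 1473 downward. The listed ATRBRCA genes changed ranged from 10 to 11 in the PEO pair and from 13 to 14 in the PEA pair. The mean log2FC of the interferon list ranged from 0.99 to 1.24, from 0.76 to 0.90 and from 3.34 to 3.40 in the A2780, PEA and PEO pairs.

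Among the single genes reported here, 8 results reversed their direction, all in comparisons without a significant difference. The log2FC of FANCA in the PEA pair became -0.056 after quantile normalization. That of IFI27 in the A2780 pair became -0.025 with 2 reads added. The other 6 reversals came with 1 library left out. Over the 6 fits of each, the log2FC ranged in the PEA pair from -0.098 to 0.181 for FANCA, from -0.047 to 0.439 for RAD9A and from -0.412 to 0.107 for PSMB9, and in the PEO pair from -0.108 to 0.0495 for FANCF. Without changing direction, 34 other results for these genes crossed the FDR threshold to the weaker side and 8 to the stronger. The 34 belong to 11 combinations of a gene and a pair, CHEK1 and FANCD2 in the PEO pair, FANCD2, BRCA2, FANCC and CEACAM1 in the PEA pair, SOX9, HOXC6, EDAR and LAMP3 in the A2780 pair, and KLHDC7A in the PEO pair. CHEK1 in the PEO pair lost significance with every library left out in turn. Counts by direction moved by more than 1.5 times in 32 cases.

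The replicate block left the calls within pairs at 1165, 1810 and 800 genes and the listed ATRBRCA genes at 11 and 15. The clustering of the 4 HGSOC lines did not change under any alternative run, and the numbers of genes with different effects between pairs stayed within 1.5 times. PEA1, with the fewest reads, limits the PEA pair most, since 3 reads there correspond to up to 2.18 CPM. The pseudocount of 0.1 that had been planned was not run, because the deposited values are on the log2 scale with 0.5 reads already added.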

Differences from the paper's values

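The paper names 4 genes upregulated in all 3 resistant lines, against 10 called here. Of the alternatives set before the data were examined, quantile normalization gave 6 genes, within 1.5 times the paper's count, and the others did not come within it. Quantile normalization gave SPHK1 as the only one of the genes upward that the paper names. With |log2FC| above 1.5 and with 2 reads added to each count, which were chosen after seeing the values, 28 genes and 1 gene were upward.

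For genes downregulated by all methods, the paper gives 1, THBS1, against 7 here, among them THBS1. None of the alternatives set before the data were examined closed this gap, and with 2 reads added, chosen after seeing the values, 4 genes remained.

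The paper lists SPHK1, DDX60L, BCAM, TLE4, MAP1A and VEPH1 among the genes changed beyond the threshold in all 3 pairs. Here each fell short of |log2FC| above 2 in at least 1 pair, with log2FC of 1.80 for SPHK1 in the PEA pair, 1.52 for DDX60L in the A2780 pair, 1.90 for BCAM in the PEO pair, -1.79 and -1.51 for TLE4 in the A2780 and PEA pairs, -1.56 for MAP1A in the A2780 pair and -1.88 for VEPH1 in the PEA pair. All 6 were called in all 3 pairs at |log2FC| above 1, and also at |log2FC| above 1.5, which was chosen after seeing the values. SPHK1 and VEPH1 were called after quantile normalization, under which PARP9 and CCDC80 were no longer called. VEPH1 was also called without PEA1 replicate 2. The paper does not list 14 of the 17 genes called here.

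The paper states that ATM was lower in PEO4 than in PEO1. Here it was higher, with a log2FC of 0.65, and no alternative run reversed it. The paper describes the changes of the listed genes in the PEO pair as smaller than 1 on the log2 scale. This held for 9 of the 12 changed genes here, and FANCA (-1.05) was among those beyond it. The paper describes the expression of the Fanconi anemia and BRCA pathway genes as lower in PEO4 and PEA2, where 6 of 12 and 8 of 15 changed genes of the list were lower here.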

Other observations

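In this part, the tests of scaling, of differences between libraries of one line and the counts over other splits of the libraries were chosen after the results were seen, and the others beforehand.

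Whether the overlap between pairs depends on which line of a pair is the resistant one was tested by reading 1 pair in the opposite direction. The real orientation gave 17 genes in the same direction in all 3 pairs. Reversing the A2780 pair gave 19, reversing the PEA pair 17 and reversing the PEO pair 37, so the number of genes shared by the pairs was no higher in the real orientation than in any other. Of 100 splits of the libraries within pairs, drawn from 256, as many shared genes appeared in 2 and as many genes of the linear model in 2, the real split included, but nearly all the other splits mix the lines of a pair and give few calls, which makes the reversed pairs the more informative comparison.

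The clustering of the HGSOC lines and the number of changed genes were set against random gene lists. Of lists matched on mean expression, 96.75% separated all 4 lines, and 9.40% reached the number of changed genes of the PEO pair, the smaller share of the 2 pairs. The separation of the lines is thus what most lists of this size show, and the number of changed genes is within what random lists give, though above their median.

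Among the 4 ways of dividing the 6 libraries of a pair that part same-numbered libraries, 1 of 4 gave as many differentially expressed genes in the A2780 pair, 1 of 4 in the PEA pair and 1 of 4 in the PEO pair, which is the real one. For the listed ATRBRCA genes, 1 of 4 gave as many in the PEA pair and 1 of 4 in the PEO pair. With 4 ways the share cannot fall below 0.05, so the share alone shows nothing in either direction. The other divisions, which mix the lines, gave at most 5 differentially expressed genes in any pair.

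PARP9 and DDX60L belong to a list of 35 interferon-stimulated genes written before the data were examined, to look for a shared interferon response. The list was prompted by the paper, which names both genes and reports interferon gamma response genes as altered in all 3 resistant lines. Because the libraries are the same, the list is not an independent test of that result. The mean log2FC of the 34 genes in the table was 1.10 in the A2780 pair, 0.84 in the PEA pair and 3.38 in the PEO pair, and 24, 23 and 34 of the genes were higher in the resistant line. The p-values of camera, a test of limma fitted across all genes, were 0.000786, 0.0146 and 2.77e-26 in the order of the pairs, and 0.00118, 0.0146 and 8.31e-26 after adjustment over the pairs. Without the genes the paper names, they were 0.00366, 0.0381 and 3.23e-25 before adjustment. After quantile normalization the largest p-value over the pairs was 0.0123, and with the replicate block the values were 0.00112, 0.0135 and 1.41e-24 in the order of the pairs. A p-value as small appeared in 1 of 4 divisions of the libraries in the A2780 pair, 2 of 4 in the PEA pair and 1 of 4 in the PEO pair, the real one included. Divisions that mix the lines gave p-values from 0.000955 to 0.697 in the A2780 pair, from 0.00201 to 0.983 in the PEA pair and from 7.27e-11 to 2.51e-08 in the PEO pair. Such a division keeps part of the difference between the lines, so these values neither support nor weaken the result. The fry rotation test, which does not compare the list with other genes, gave 1.45e-07, 8.16e-06 and 5.06e-13 in the order of the pairs. A shared interferon response may explain the rise of PARP9 and DDX60L, most clearly in the PEO pair. Depth, contamination and mixed samples were not tested for this list.

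Neighbouring genes changed together within a pair. Across 6348 genes, Spearman's rho between the log2FC of neighbours was 0.152 in the A2780 pair, 0.424 in the PEA pair and 0.333 in the PEO pair, above every one of 1000 shuffled gene orders (at most 0.0435). A candidate explanation is the gain or loss of chromosome segments between the lines of a pair. After a correction for GC content and gene length, the smallest rho was 0.152. For genes 1 to 5 Mb apart it was 0.0325 in the A2780 pair, 0.344 in the PEA pair and 0.256 in the PEO pair, against at most 0.0104 in 100 shuffled orders, so in the A2780 pair most of the correlation was local and co-regulation of adjacent genes remains an explanation for it there. The deviations of replicates of one line also correlated between neighbours, with rho of 0.275 in A2780, 0.110 in CP70, 0.277 in PEA1, 0.543 in PEA2, 0.0588 in PEO1 and 0.0669 in PEO4. After this was seen, a second measure was added, the covariance, which weighs the deviations by their size. That of replicates, scaled to 3 libraries per line, came to 2.68%, 4.60% and 0.722% of the covariance between neighbours in the A2780, PEA and PEO pairs (12.5%, 5.47% and 0.453% at 1 to 5 Mb). By the first measure the replicates of A2780 and PEA2 correlate more than the log2FC of their own pair, and by the second they are too small to make the pattern. DNA copy number was not analysed here.

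Runs of at least 3 neighbouring genes with at most 3 reads in every library of one line and at least 20 in every library of the other numbered 7 in the A2780 pair, 2 in the PEA pair and 0 in the PEO pair. In CP70 they held ONECUT1, WDR72 and UNC13C (chromosome 15, from 53047250 to 54920905) and EPB41L3, TMEM200C and L3MBTL4 (chromosome 18, from 5392380 to 6415236). In A2780 they included ZNF350, ZNF615, ZNF614 and ZNF841 (chromosome 19, from 52467593 to 52599018) and SKAP2, HOXA3 and HOXA5 (chromosome 7, from 26706687 to 27192202), and in PEA1 IL1A, IL1B and IL1RN (chromosome 2, from 113531502 to 113891593). No explanation was tested for these runs.

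XIST had between 177 and 736 reads in A2780 and CP70 and 0 reads in every library of the other lines. SOX9, which the paper places near a CORE gained in PEO4, had a log2FC of 0.40 in the PEO pair (FDR = 0.527, limma), which passed the FDR threshold with the pair fitted alone (FDR = 0.00411) and with voom weights (FDR = 0.0220), while the other alternatives gave an FDR from 0.205 to 0.640. Its log2FC was -0.19 in the PEA pair (FDR = 0.734, limma) and 1.44 in the A2780 pair (FDR = 0.0167, limma), and the last lost significance under 5 of the alternatives. DTX3L, which overlaps PARP9 on the opposite strand, had a log2FC of 3.65, 1.40 and 1.15 in the A2780, PEA and PEO pairs.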
